# Schlafen 3 knockout mice display gender-specific differences in weight gain, food efficiency, and expression of markers of intestinal epithelial differentiation, metabolism, and immune cell function

**DOI:** 10.1371/journal.pone.0219267

**Published:** 2019-07-01

**Authors:** Emilie E. Vomhof-DeKrey, Jun Lee, Jack Lansing, Chris Brown, Diane Darland, Marc D. Basson

## Abstract

Self-renewal and differentiation are essential for intestinal epithelium absorptive functioning and adaptation to pathological states such as short gut syndrome, ulcers, and inflammatory bowel disease. The rodent Slfn3 and its human analog Slfn12 are critical in regulating intestinal epithelial differentiation. We sought to characterize intestinal function in Slfn3 knockout (KO) mice. Male and female pair-fed Slfn3KO mice gained less weight with decreased food efficiency than wild type (WT) mice, with more pronounced effects in females. RNA sequencing performed on intestinal mucosa of Slfn3KO and WT mice showed gene ontology decreases in cell adhesion molecule signaling, tumor necrosis factor receptor binding, and adaptive immune cell proliferation/functioning genes in Slfn3KO mice, with greater effects in females. qPCR analysis of fatty acid metabolism genes, Pla2g4c, Pla2g2f, and Cyp3c55 revealed an increase in Pla2g4c, and a decrease in Pla2g2f in Slfn3KO females. Additionally, adipogenesis genes, Fabp4 and Lpl were decreased and ketogenesis gene Hmgcs2 was increased in female Slfn3KO mice. Sequencing did not reveal significant changes in differentiation markers, so qPCR was utilized. Slfn3KO tended to have decreased expression of intestinal differentiation markers sucrase isomaltase, dipeptidyl peptidase 4, villin 1, and glucose transporter 1 (Glut1) vs. WT males, although these trends did not achieve statistical significance unless data from several markers was pooled. Differentiation markers, Glut2 and sodium-glucose transporter 1 (SGLT1), did show statistically significant sex-dependent differences. Glut2 mRNA was reduced in Slfn3KO females, while SGLT1 increased in Slfn3KO males. Notch2 and Cdx2 were only increased in female Slfn3KO mice. Although Slfn3KO mice gain less weight and decreased food efficiency, their biochemical phenotype is more subtle and suggests a complex interplay between gender effects, Slfn3, and another regulatory pathway yet to be identified that compensates for the chronic loss of Slfn3.

## Introduction

The ability of the intestinal epithelium for self-renewal and differentiation is essential for both normal absorptive function and intestinal adaptation to pathological states such as fasting, ileus, short gut syndrome, intestinal ulcers, and intestinal bowel disease, as well as changes in diet. Enterocytes differentiate and migrate from the crypts to the villus tips through an organized and highly regulated manner at the transcriptional level within the cells. Several signaling pathways act in a combinatorial manner to regulate normal intestinal epithelium homeostasis. These include the Wnt pathway, the Notch pathway, the Hedgehog system, members of the transforming growth factor- β family, and the phosphoinositide 3-kinase pathway[1].

The Slfn3 protein is part of a family of growth regulatory genes. The Slfn family members are organized into three major groups based on their molecular masses. Group I consists of the short Slfns, Slfn1 and -2. Group II are Slfn3 and -4 and are intermediate. Group III, the long Slfns, include Slfn5, -8, -9, and -14[2, 3]. All three groups share a specific slfn box domain that is adjacent to a divergent AAA domain[3, 4]. Groups II and III contain another Slfn specific domain, the SWADL domain (Ser-Trp-Ala-Asp-Leu). Finally, group III contains a C-terminal extension region that is homologous to the superfamily I of DNA/RNA helicases and exhibits a nuclear localization signal (RKRRR)[3–7]. Although much is known about the other Slfn proteins and the roles they play in immune cell development, cancer cell function, differentiation in hematopoietic cell lines, and regulation of viral replication, the role of Slfn3 has been less well understood[2, 3, 8–11].

Slfn3[12, 13] and its human analog SLFN12[14] appear to play a critical role in regulating small intestinal epithelial differentiation but not maturation of colonocytes[15, 16]. Diverse stimuli such as TGF-β, butyrate, and repetitive deformation all induce differentiation marker expression by increasing Slfn3 in IEC-6 cells and reducing Slfn3 by siRNA blocks these effects[13]. When Slfn3 expression is acutely decreased or increased *in vivo* by luminal siRNA or adenoviral transient infection, the expression of intestinal epithelial differentiation markers are correlatively altered in rat jejunal enterocytes[17]. Utilizing Slfn3-null Caco-2BBE cells transfected with full-length, N-terminal only, or C-terminal only rat Slfn3 constructs, we found that Slfn3 acts within the cytosol to induce villin1 and sucrase isomaltase promoter activity via the Slfn3 P-loop region of the N-terminus[18]. However, intestinal morphology and function have not been studied in Slfn3 knockout (Slfn3KO) mice. Characterizing the intestinal adaptation of the Slfn3KO mouse offers insights into the role of Slfn3 in differentiation regulatory pathways, normal gut development, mucosal healing, and intestinal disorders such as intestinal bowel disease, starving, mucosal atrophy, and short bowel syndrome.

In this study, we pair-fed Slfn3KO mice to the wildtype (WT) littermates and observed differences in weight gain. Canonical intestinal differentiation markers known to be regulated by Slfn3 were assessed for changes in RNA expression by quantitative PCR (qPCR) and overall changes in genome RNA expression was measured by Illumina RNA sequencing from intestinal mucosa of male and female Slfn3KO and WT mice.

## Methods

### Mice

This study was approved by the University of North Dakota institutional animal use committee under protocol number 1807-7C. The Slfn3KO mice [19] were obtained from Dr. Akira at Osaka University, Japan and were studied under IACUC-approved protocols at Michigan State University (where these studies began) and then continued at University of North Dakota. Genotyping was determined by isolating DNA from 2-4mm of tails using the DNeasy Blood and Tissue kit and the Qiacube from Qiagen. EmeraldAmp GT PCR Master Mix (Takara Bio USA, Inc., Mountain View, CA) was used for genotyping PCR. Slfn3KO PCR utilized 250 nM of PGKRC2 primer 5’- CTA AAG CGC ATG CTC CAG ACT GCC TTG-3’ and 250nM of SE primer 5’- AAT CGG AAT CTC ATC TCA TCC TCT AGC-3’. Wildtype PCR utilized 250nM of SE primer and 250nM of SW primer 5’- GAA AAA GTA GTC TTT GTG CTG CAT GAA-3’. For pair feeding diet studies, 3–4 week old male and female Slfn3KO and WT littermates were placed on 2020X Teklad global soy protein free extruded diet (Envigo, Indianapolis, IN) ad libitum for 3 weeks to acclimate. After acclimation, Slfn3KO mice were paired to a WT mouse of the same gender and similar weight. WT mice remained ad libitum and food consumed was measured daily. The amount consumed by the WT mouse was the amount of food given to the paired Slfn3KO mouse the following day for 6 weeks. Mouse weights were measured twice weekly.

### RNA isolation and qPCR

Intestinal mucosa was isolated from 12–16 week old male and female Slfn3KO and WT littermates that were euthanized by CO_2_ inhalation followed by cervical dislocation. Total RNA was isolated from intestinal ileum mucosa using the RNeasy Lipid Kit and the QiaCube instrument per manufacturer’s protocols (Qiagen, Valencia, CA). cDNA synthesis was prepared from RNA samples using SMARTScribe Reverse Transcription kit (Takara Clontech, Mountain View, CA). cDNA samples were analyzed by qPCR analysis using the BioRad CFX96 Touch Real-Time PCR Detection System and the PrimeTime Gene Expression Master Mix from Integrated DNA Technology (IDT, Coralville, IA). Expression levels were determined from the threshold cycle (Ct) values using the method of 2^-ΔΔCt^ using RPLP0 or HPRT as the reference control gene. The following primer/probe sets were used from BioRad (Hercules, CA) and are proprietary: mouse RPLP0 (Assay ID: qMmuCEP0042968, HEX), mouse Slfn3 (Assay ID: qMmuCEP0053101, FAM), mouse Slfn4 (Assay ID: qMmuCIP0035897, Cy5), mouse sucrase isomaltase (Sis, Assay ID: qMmuCEP0055798, Cy5.5), mouse Dpp4 (Assay ID: qMmuCEP0056807, TEX615), mouse Vil1 (Assay ID: qMmuCIP0034094, Cy5.5), mouse Cdx2 (Assay ID: qMmuCIP0029744), and mouse Glut2 (Slc2a2, Assay ID: qMmuCIP0031289, Cy5). Primer/probe sets from IDT is as follows: mouse HPRT forward 5’- CCC CAA AAT GGT TAA GGT TGC-3’, reverse 5’-AAC AAA GTC TGG CCT GTA TCC-3’, probe 5’-/5HEX/CTT GCT GGT/ZEN/GAA AAG GAC CTC TCG AA/-3’; mouse Glut1 (Slc2a1) forward 5’- AGT TCG GCT ATA ACA CTG GTG-3’, reverse 5’-GTG GTG AGT GTG GTG GAT G-3’, probe 5’-/56-FAM/CGT AGC GGT/ZEN/GGT TCC ATG TTT GAT TG/3lABkFQ/-3’; mouse SGLT1 (Slc5a1) forward 5’- CAA TCA GCA CGA GGA TGA ACA-3’, reverse 5’-GCT CCT TGA CCT CCA TCT TC-3’; probe 5’-/56-FAM/CAG CGC CAG/ZEN/TAC TCT CTT CAC CAT/3IABkFQ/-3’; mouse Notch1 forward 5’- AGG ATC AGT GGA GTT GTG C-3’, reverse 5’- CGT TAC ATG CAG CAG TTT CTG-3’, probe 5’-/56-FAM/CGG AGC AGG/ZEN/ATC TGG AAG ACA CC/3IBkFQ/-3’; and mouse Notch2 forward 5’-CAC CAT CCA CAC AAA CTC CT-3’, reverse 5’-CGA CTT CAC TTT CGA ATG CAA C-3’, probe 5’-/5Cy5/AAT ATC GAC GAC TGC CCC AAC CAC/3IAbRQSp/-3’. qPCR cycle conditions were 1 cycle of 2 minutes at 95°C, 50 cycles of 10 seconds at 95°C and 45 seconds at the annealing temperature of 55°C.

### RNA sequencing

Ileum mucosa was isolated from four male and female WT and Slfn3KO each and RNA was isolated from the mucosa as stated above. RNA concentration and quality was analyzed on a Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA) by the UND Genomics Core. RNA sequencing was performed on the Illumina HiSeq 2500, high output mode, single read, 50bp and 2 lanes were ran for each sample. Data was analyzed by Rosalind (https://rosalind.onramp.bio/), with a HyperScale architecture developed by OnRamp BioInformatics, Inc. (San Diego, CA). Reads were trimmed using cutadapt[20]. Quality scores were assessed using FastQC[21]. Reads were aligned to the Mus musculus genome build mm10 using STAR[22] Individual sample reads were quantified using HTseq[23] and normalized via Relative Log Expression (RLE) using DESeq2 R library [24]. Read Distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step using RSeQC R library[25] DEseq2 was also used to calculate fold changes and p-values. Clustering of genes for the final heatmap of differentially expressed genes was done using the PAM (Partitioning Around Medoids) method using the fpc R library (Hennig, C. Cran-package fpc. https://cran.r-project.org/web/packages/fpc/index.html). The significantly impacted pathways, biological processes, molecular interactions, and miRNAs were analyzed using Advaita Bio’s iPathwayGuide (http://www.advaitabio.com/ipathwayguide). This software analysis tool implements the ‘Impact Analysis’ approach[26, 27] that takes into consideration the direction and type of all signals on a pathway, the position, role and type of every gene, etc. The RNA sequencing data has been uploaded to Gene Expression Omnibus and the accession number is GSE132268.

### Histology

Duodenum-ileum segments were dissected from male and female WT and Slfn3KO mice and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) in phosphate-buffered saline (PBS) overnight at 4°C. The tissues were switched to PBS and then put through a 30% sucrose gradient series. A segment of the duodenum was microdissected 0.5 cm from the anterior end of the resection site and imbedded in Neg50 compound for cryosectioning. Sections were cut at 35μm intervals en face with the lumen of the tissue and placed on gelatin-coated slides (Fisher Scientific, Waltham, MA). Sections were stained with Gill’s Hematoxylin Solution No. 1 (Electron Microscopy Sciences) and 0.25% Eosin Y solution, alcoholic (Fisher Scientific) followed by a standard alcohol dehydration series. Slides were permanently mounted with Vectamount (Vector Labs, Burlingame, CA). Sections were imaged using an Olympus BX51WI and collected as .tiff 24-bit images at 10X magnification. Sections were stained and imaged with the investigator masked to gender and genotype. Images were collected from each of six sections spaced at 560 μm intervals to encompass sufficient area of the tissue to obtain representative regions of villi. The length, depth, and thickness, respectively, of the villi, crypts and muscularis externa were quantified using Image J software [28–30] and the values obtained compared for gender and genotype.

### Statistics

Mouse weight gain, food intake, and histology was compared by an unpaired, two-tailed t-test. Quantitative PCR data was assessed by 2-way ANOVA with Uncorrected Fisher’s LSD. Data are represented as mean ± SE.

## Results

### Slfn3KO mice gain less weight when pair-fed to WT mice

Slfn3KO mice were confirmed for knockout Slfn3 RNA expression by qPCR (Fig 1A). The Slfn3KO mice appear to gain weight similarly to WT when fed *ad libitum*. However, when mice were pair-fed, to avoid the possible adaptation of overeating, both male and female Slfn3KO mice gained less weight over a 6 week period in comparison to WT mice (Fig 1B). Female Slfn3KO mice consumed less food than female WT mice (Fig 1C), but when the food efficiency was calculated to correct for the food intake, there was a greater decrease in the food efficiency of the Slfn3KO animals in comparison to the WT (Fig 1D). Slfn3KO mice also displayed morphological changes in the ileum compared to WT mice. The length of the male Slfn3KO villi was 46.118 ± 5.75 μm shorter than WT male mice while the female Slfn3KO villi was 20.621 ± 5.352 μm longer than WT female mice (Fig 2A). The crypt depth was only significantly less deep in the female Slfn3KO mice in comparison to female WT mice by 10.853 ± 0.852 μm (Fig 2B). The muscularis externa thickness was increased by 2.353 ± 0.448 μm in the male Slfn3KO mice in comparison to the male WT mice whereas the female Slfn3KO mice had a decrease in muscularis externa thickness by 2.52 ± 0.330 μm (Fig 2C).

**Fig 1:**
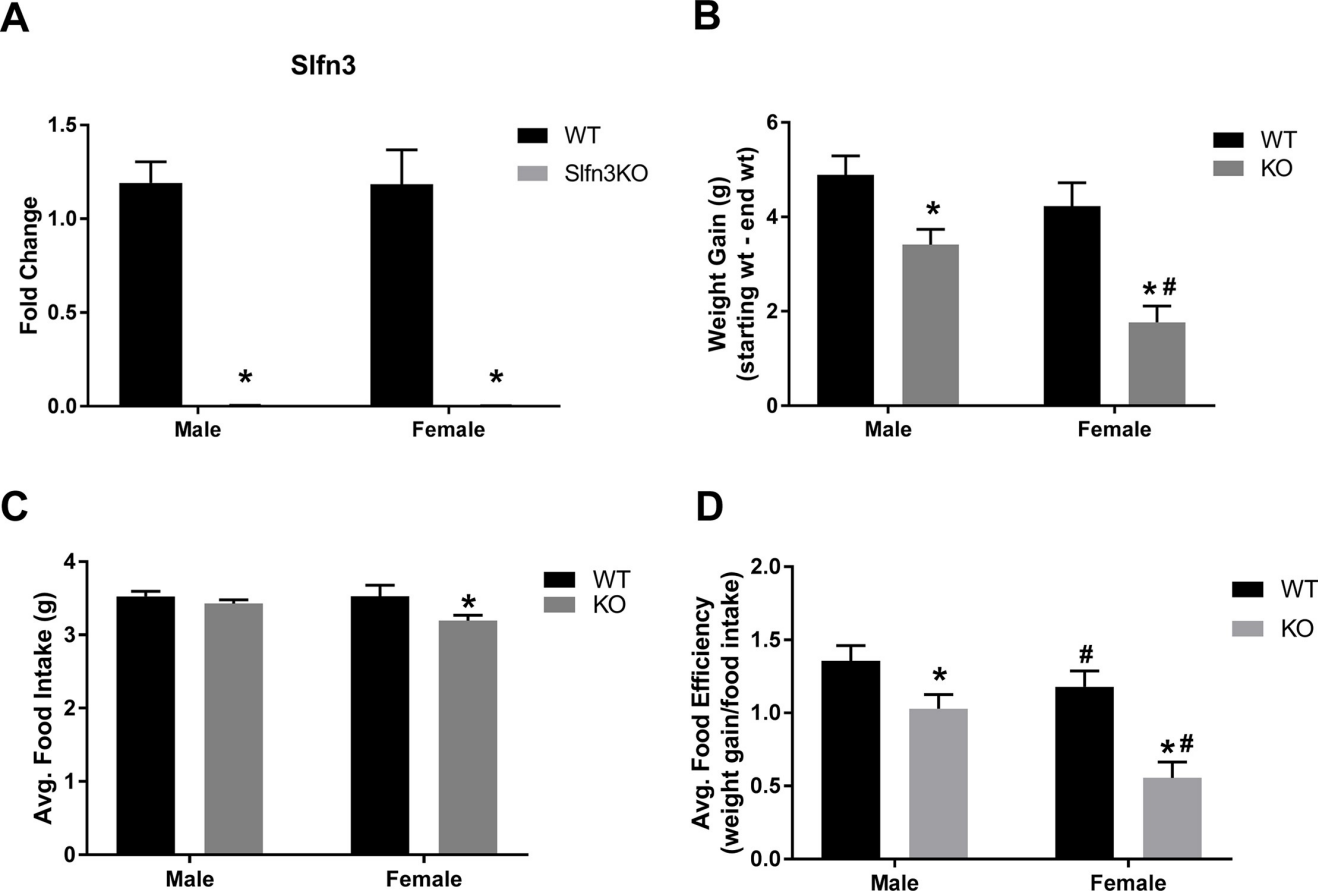
Decreased weight gain and food efficiency in Slfn3KO mice. (A) Confirmed knockdown of Slfn3 in Slfn3KO mice. Total RNA was isolated from intestinal mucosa of WT and Slfn3KO mice. Slfn3 mRNA expression was analyzed by qPCR using RPLP0 as a reference control gene. (n = 37–47; *p<0.05 to respective WT; #p<0.05 to respective male genotype). Slfn3KO mice were pair-fed to WT mice over a 6 week period. (B) Weight was measured twice per week and (C) food intake was measured daily. (D) Food efficiency was calculated as weight gained divided by food intake. (Male n = 35–44, female n = 14–16; *p<0.05 to respective WT; #p<0.05 to respective male genotype).

**Fig 2:**
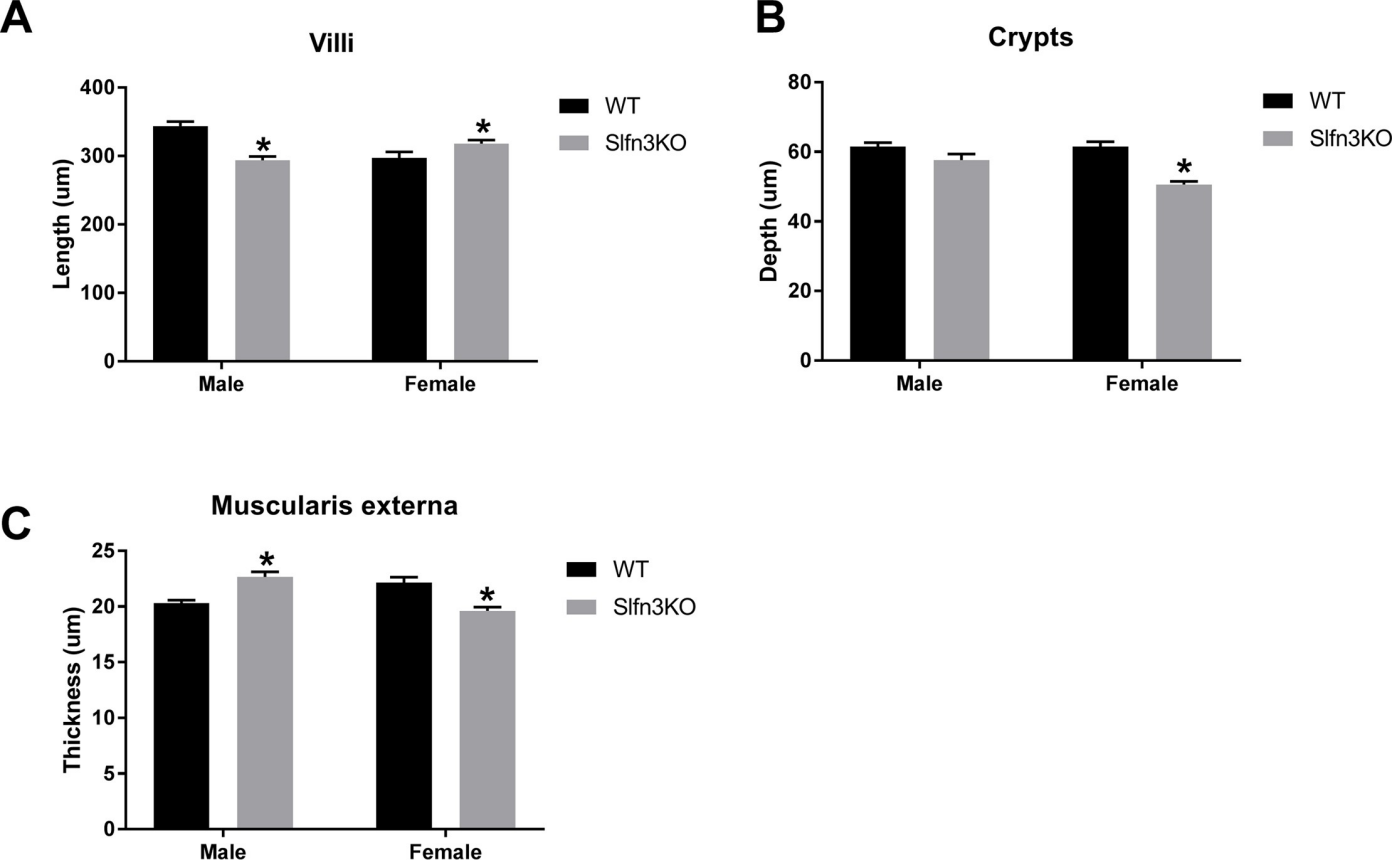
Loss of Slfn3 changes the histology of the intestine. Slfn3KO mice have differential (A) villus length, (B) crypt depth, (C) and muscularis externa thickness in comparison to WT mice. (n = 3 mice/group, n = 85–103 villi, n = 84–173 crypts, and n = 128–190 muscularis externa measurements taken; *p<0.05 to respective WT).

### RNA sequencing of Slfn3KO vs. WT in male and female mice displays differences

To explore the weight gain discrepancies between Slfn3KO mice and WT mice, Illumina RNA sequencing was performed on ileum intestinal mucosa. 

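RNA of the ileum mucosa was sequenced from 16 mice, 4 labelled male and 4 labelled female of each genotype. The authors deposited a table of reads counted per gene, without normalization, with 1 column per mouse. The authors trimmed the reads with cutadapt and aligned them with STAR, and the header of the deposited table names featureCounts with reverse-stranded counting. Between 20823279 and 30813117 reads per mouse were counted on genes. The median total was 22936543 in the group labelled female Slfn3KO, 23107293.5 in female WT, 26587262.5 in male Slfn3KO and 28888662 in male WT. Counts were scaled to CPM with edgeR's TMM factors. A floor of 3 counts corresponded to between 0.0974 and 0.144 CPM before the TMM factors. It covers counting error only, since the reads carry no molecular identifiers.

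The targeted gene, Slfn3 (ENSMUSG00000018986), lies on chromosome 11 of mm10 from 83191330 to 83215154. It had between 0 and 2 counts in each of the 8 Slfn3KO mice and between 0 and 19 counts in the 8 WT mice, with 7 and 13 counts in female WT 3 and 4, 19 and 0 in male WT 3 and 4, and at most 4 in each of the other WT mice. Its expression was 0.0203 ± 0.0406 CPM (SD, n = 4) in mice labelled female Slfn3KO and 0.267 ± 0.221 CPM (SD, n = 4) in female WT. It was 0.00916 ± 0.0183 CPM (SD, n = 4) in mice labelled male Slfn3KO and 0.190 ± 0.311 CPM (SD, n = 4) in male WT. Slfn3 did not pass the filter on low counts, so no fold change was computed. Of its 50-base stretches, 16.0% also occur in transcripts of other genes. Among the other Slfn genes, Slfn8 (ENSMUSG00000035208, chromosome 11, 83002158 to 83020810) was lower in Slfn3KO mice, with a pooled log2 fold change of -2.96 (standard error 0.585, adjusted p = 0.327 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slfn8 was 0.220 ± 0.102 CPM (SD, n = 4) in mice labelled female Slfn3KO and 2.03 ± 1.44 CPM (SD, n = 4) in female WT. In mice labelled male it was 0.224 ± 0.198 CPM (SD, n = 4) in Slfn3KO and 1.57 ± 1.63 CPM (SD, n = 4) in WT. Slfn2 had a pooled log2 fold change of -1.34, Slfn1 of -1.15 and Slfn4 of -0.98. The remaining tested members, Slfn5, Slfn9 and Slfn10-ps, lay between -0.70 and -0.14, and Slfn14 did not pass the filter. Leaving out the WT libraries numbered 3 and 4, whose sex transcripts go against their labels, an alternative chosen after these were seen, changed the log2 fold change of Slfn8 to -1.71 pooled, -0.72 in males and -2.51 in females, and the pooled values of Slfn2, Slfn1 and Slfn4 to -0.77, -0.38 and -0.24.

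The sex labels were checked with Xist, which is transcribed from the inactive X chromosome, and with the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y. In 12 of the 16 libraries these 5 transcripts followed the label. Among these, Xist was between 310 and 612 CPM in libraries labelled female, and Ddx3y was between 36.3 and 50.4 CPM in libraries labelled male. In 4 WT libraries all 5 transcripts went against the label. The libraries labelled female WT 3 and 4 had Xist at 0.121 and 0 CPM and Ddx3y at 41.0 and 49.4 CPM. The libraries labelled male WT 3 and 4 had Xist at 442 and 394 CPM and Ddx3y at 0 and 0.0408 CPM. The deposited labels were kept in every comparison, except where an exchange of these libraries between the sexes is stated. Male and female below refer to the deposited labels.

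**Figure D1:**
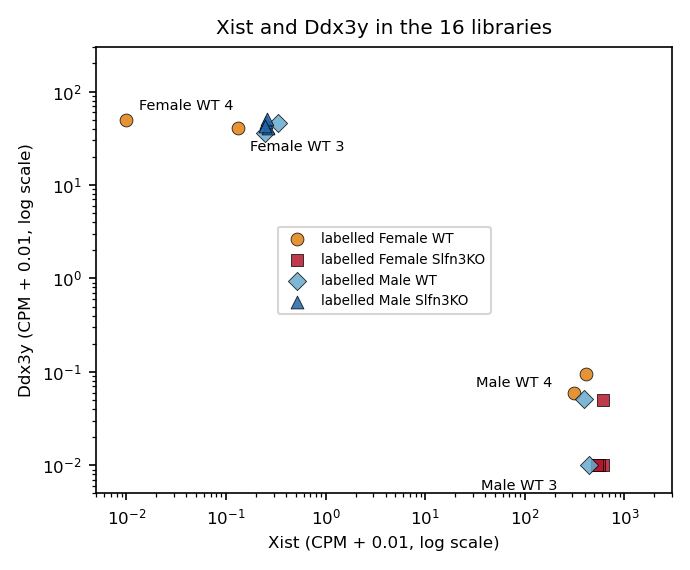
Xist (horizontal axis) and Ddx3y (vertical axis) in each of the 16 libraries, as CPM plus 0.01 on log scales, with 1 symbol per labelled group. The 4 named WT libraries lie among the libraries labelled with the other sex.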

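Slfn3KO and WT mice were compared by edgeR's quasi-likelihood test over all 16 mice with sex as a covariate, in the 14822 genes of 46078 in the table that passed edgeR's filter on low counts. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold. No gene passed, and the smallest adjusted p-value was 0.327. At an unadjusted p-value under 0.05 there were 1770 genes, and 984 of these changed by at least 1.5-fold, 244 higher and 740 lower in Slfn3KO mice. Using the unadjusted p-value in place of the adjusted one moved the count most, from 0 to these 984 genes. With DESeq2's Wald test in place of edgeR's, 62 genes passed the adjusted threshold, 14 higher and 48 lower.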

There were 638 differentially expressed genes identified out of a total of 19010 genes when comparing Slfn3KO samples versus WT. 

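Gene lists for 5 immune pathways were written from general knowledge, since no pathway database was used here. The 5 pathways are the paper's own top results on the same mice, so the p-values below are not independent of that choice. Each mouse's score was the mean log2 CPM, with a prior count of 2, over the genes of the list that passed the filter. Genotype labels were permuted within sex in an exact two-sided permutation test of all 4900 labellings, and p-values were adjusted over 19 lists. For immune cell adhesion molecules (26 of 27 genes), the pooled score of Slfn3KO mice differed from that of WT mice by -0.87 (exact permutation p = 0.071, adjusted p = 0.0969). The difference was -0.68 for leukocyte transendothelial migration (28 genes, exact permutation p = 0.0714, adjusted p = 0.0969). For T cell receptor signaling (28 of 30 genes) it was -0.59 (exact permutation p = 0.0498, adjusted p = 0.0788). Scores for the measles host response (25 genes) differed by -0.79 (exact permutation p = 0.00816, adjusted p = 0.031). Those for the asthma immune response (13 of 22 genes) differed by -0.52 (exact permutation p = 0.224, adjusted p = 0.224). Leaving out the WT libraries 3 and 4 of both labelled sexes, an alternative chosen after their sex transcripts were seen, changed these differences to -0.02 for immune cell adhesion molecules, 0.01 for leukocyte transendothelial migration, -0.19 for T cell receptor signaling, -0.33 for the measles host response and 0.28 for the asthma immune response, none of them under an unadjusted p of 0.05.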

The top 5 pathways affected by the loss of Slfn3 were cell adhesion molecules of the immune system, leukocyte transendothelial migration, T cell receptor signaling pathway, measles host response pathway, and asthma immune response pathway (S1 File). 

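Each labelled sex was also compared alone, although 4 WT libraries carry sex transcripts that go against their labels. In the comparison labelled male, none of 14124 genes had an adjusted p-value under 0.05 from edgeR's test, with 542 genes at an unadjusted p-value under 0.05 and 272 of these changed by at least 1.5-fold, 110 higher and 162 lower. In the comparison labelled female, none of 14064 genes passed, with 2410 genes at an unadjusted p-value under 0.05 and 1366 of these changed by at least 1.5-fold, 566 higher and 800 lower. The smallest adjusted p-values were 0.802 and 0.203. With the replicate number as a block, again 0 genes passed in either sex, with 447 genes in males and 844 in females at an unadjusted p-value under 0.05 and 1.5-fold. The deviations of same-numbered mice from their group means had a mean correlation across genes of 0.301 in males and -0.168 in females, where genes are not independent replicates. With DESeq2's Wald test 18 genes passed in males and 530 in females.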

A meta-analysis of all Slfn3KO vs. WT samples was compared to the differential expression analysis of Slfn3KO males vs. WT males alone and the Slfn3KO females vs. WT females alone, in order to determine if the male and female Slfn3KO animals displayed sex-dependent differences in the pathway genes. This meta-analysis revealed increased expression in the metabolic pathways of pancreatic secretion, glycerolipid metabolism, fat digestion and absorption, linoleic metabolism, and arachidonic acid metabolism, specifically more in the female Slfn3KO mice than the male Slfn3KO mice (S2 File). Furthermore, the meta-analysis heatmap (S1 Fig) also suggested that a majority of differentially expressed genes were more greatly affected in the Slfn3KO females than in the Slfn3KO males. Therefore, since gene expressions appeared to differ between the Slfn3KO males and females, it did not seem valid to pool and compare all the male and female Slfn3KO samples together to both male and female WT samples. Therefore, a second meta-analysis was performed between the differential expression analyses of Slfn3KO males vs. WT males and Slfn3KO females vs. WT females (Fig 3, S3 File). This heatmap demonstrated 4 distinct gene clusters and sex-dependent differences.

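Of the 862 genes listed in S2 File, 850 were matched to the deposited table. In cluster 1 of that file, the median log2 fold change was 0.77 over 219 tested genes in the pooled comparison, 0.41 over 202 genes in the comparison labelled male and 0.97 over 202 genes in the comparison labelled female. Of these genes, 215 were higher in the pooled comparison, 164 in males and 182 in females. In cluster 2 the medians were -1.24 over 574 genes, -1.14 over 525 genes and -1.34 over 523 genes. No gene of either cluster had an adjusted p-value under 0.05 over all genes in edgeR's test. At an unadjusted p-value under 0.05, cluster 1 had 147 genes pooled, 47 in males and 159 in females, and cluster 2 had 522, 78 and 425. Adjusted within the cluster alone, 122 genes of cluster 1 and 516 of cluster 2 passed in the pooled comparison, which shows no stability, since the list holds the paper's own calls on these data. Of the paper's 638 genes with a pooled change of at least 1.5-fold in that file, 567 were among the 984 genes at an unadjusted p-value under 0.05 and 1.5-fold.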

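The absolute log2 fold change was larger in the comparison labelled female for 76.6% of the 706 S2 File genes tested in both sexes. In the paper's own values in S2 File, this share is 89.8%. Without the WT libraries 3 and 4 of both labelled sexes, an alternative chosen after their sex transcripts were seen, the share was 62.8% of 732 genes. Leaving out 1 mouse at a time moved the share both ways. It was 57.6% without the library labelled female WT 4, the largest move, and 89.3% without male WT 3. With DESeq2's normal prior it was 89.5% of 850 genes.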

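A difference between the labelled sexes in the effect of genotype was tested gene by gene as the interaction of sex and genotype over all 16 mice. In edgeR's quasi-likelihood test, 0 of 14822 genes had an adjusted p-value under 0.05, and the smallest was 0.356. At an unadjusted p-value under 0.05 there were 1639 genes, of which 946 differed by at least 1.5-fold. With DESeq2's Wald test 14 genes passed. With the 4 WT libraries whose sex transcripts go against their labels left out, 359 genes passed in edgeR's test, an alternative chosen after these transcripts were seen. Only WT libraries 1 and 2 of each labelled sex then remained. Their mean log2 CPM of jejunal minus ileal markers was 0.47 and -1.86 in females, above all female Slfn3KO mice (-5.14 to -2.21). In males it was -1.26 and 0.07, within the range of male Slfn3KO mice (-1.82 to 0.74). A difference between the sexes thus cannot be told apart there from the part of the intestine sampled.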

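The genes of the 4 clusters in S3 File were compared between Slfn3KO and WT mice in each labelled sex, where the labels of 4 WT libraries go against their sex transcripts. In cluster 1 the median log2 fold change was -1.25 over 230 genes in males and -1.75 over 223 genes in females. In cluster 2 it was 0.10 over 109 genes in males and 0.99 over 108 genes in females. Cluster 3 had medians of 1.24 over 44 genes in males and -0.02 over 42 genes in females. Cluster 4 had medians of -1.16 over 72 genes in males and -0.78 over 74 genes in females. In each cluster and sex, between 95.2% and 100% of the tested genes changed in the direction listed in that file. No gene had an adjusted p-value under 0.05 over all genes in edgeR's test. At an unadjusted p-value under 0.05, cluster 1 had 2 genes in males and 223 in females, cluster 2 had 0 and 108, cluster 3 had 42 and 11, and cluster 4 had 57 and 28. These genes are the paper's own calls on the same mice, so adjustment within a cluster shows no stability.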

**Fig 3:**
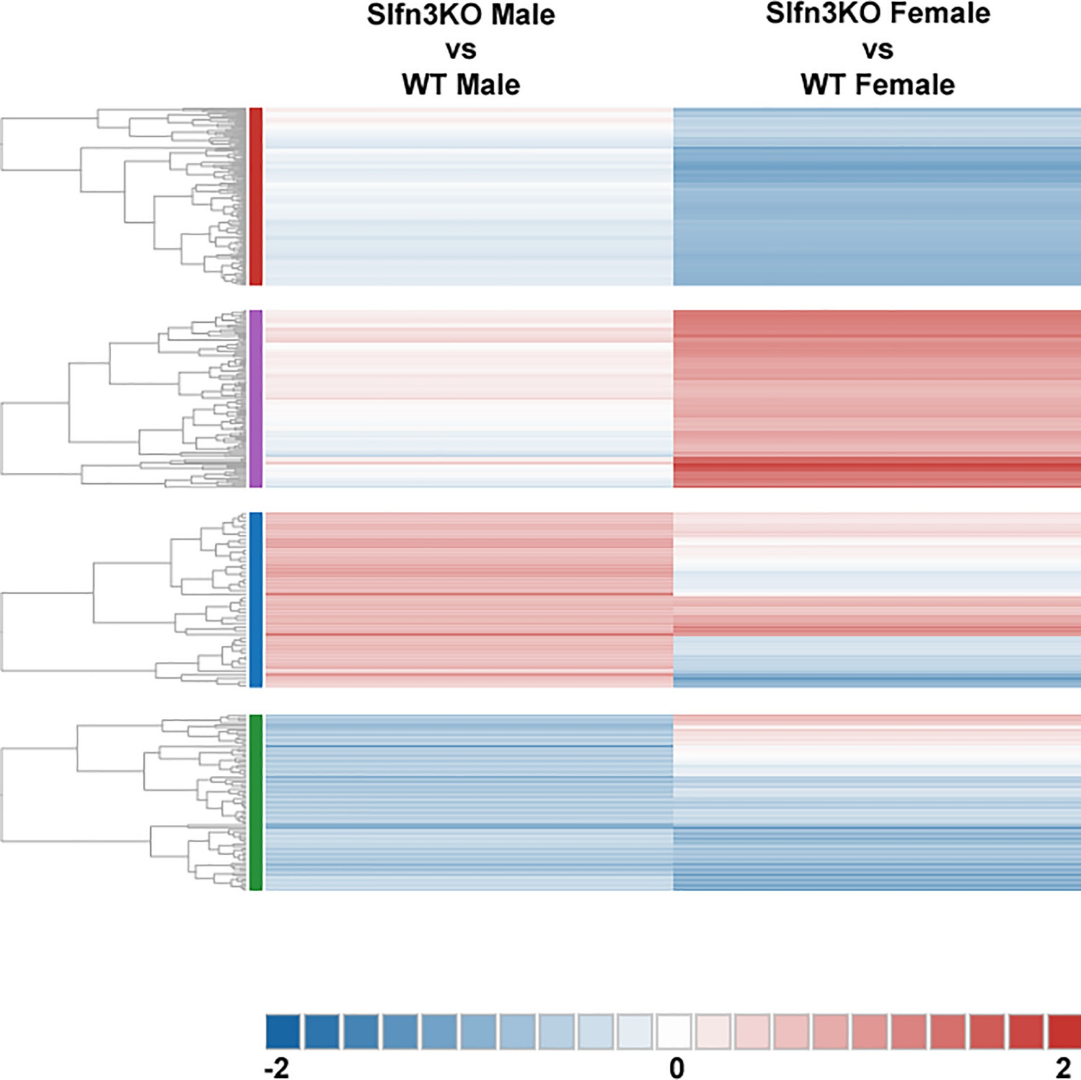
Meta-analysis heatmap of Slfn3KO males vs. WT males compared to Slfn3KO females vs. WT females.

Within the first cluster (red), there were genes with decreased expression (most greatly seen in the female Slfn3KO mice) from the immune system pathways of intestinal immune network for IgA production (Cxcr4, H2-DMb2, H2-Oa, Madcam1, Map3k14, Tgfb1, Cd40), leukocyte transendothelial migration (Rhor, Cxcr4, Msn, Ncf1, Prkcb, Mapk11, Ptk2b, Rac2, Sipa1), and B cell receptor signaling (Rasgrp3, Btk, Cd72, Cd79a, Fcgr2b, Ptpn6, Cd79b, Nfkbie, Prkcb, Rac2) (S3 File, Cluster 1). Furthermore, osteoclast differentiation pathway genes (Btk, Fcgr2b, Junb, Ncf1, Nfkb2, Mapk11, Relb, Spi1, Map3k14, Tgfb1, Tnfsf11) and NFκB and MAPK signaling pathways (NFκB- Btk, Lta, Ltb, Gadd45b, Nfkb2, Prkcb, Relb, Map3k14, Cd40, Tnfsf11; MAPK- Rasgrp3, Dusp2, Mef2c, Gadd45b, Nfkb2, Prkcb, Mapk11, Rac2, Rasgrp2, Relb, Map3k14, Tgfb1, Map4k1, Map4k2) had gene expression decreases in the Slfn3KO mice with the greatest decreases seen in the female Slfn3KO mice.

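The scores of these lists are given by the deposited sex labels, which 4 WT libraries contradict by their sex transcripts. For the IgA network (7 genes), the score of female Slfn3KO mice was 0.80 ± 0.47 log2 CPM (SD, n = 4) against 2.54 ± 1.42 (SD, n = 4) in female WT (exact permutation p = 0.0857, adjusted p = 0.125). For leukocyte transendothelial migration (9 genes, with Rhoh for the paper's Rhor), it was 2.57 ± 0.35 (SD, n = 4) against 4.13 ± 0.95 (SD, n = 4), with no overlap between the groups (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow, adjusted p = 0.109). For B cell receptor signaling (10 genes), it was 2.19 ± 0.36 (SD, n = 4) against 3.83 ± 1.39 (SD, n = 4) (exact permutation p = 0.0857, adjusted p = 0.125). In males the differences for the 3 lists were -0.63, -0.70 and -0.77, less than the spread between the WT mice (exact permutation p = 0.571, 0.457 and 0.486). The differences between the sexes were -1.12, -0.86 and -0.88 and did not pass the test (exact permutation p = 0.429, 0.397 and 0.515). An effect of sex common to both genotypes can raise these p-values. The paper took the genes of these lists from its own calls on the same mice, so that a low p-value here partly restates that choice.

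All genes of the 3 lists were lower in female Slfn3KO mice. Madcam1 (ENSMUSG00000020310, chromosome 10) had the largest change of the IgA network, with a log2 fold change of -3.05 (standard error 0.883, adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Map3k14 the smallest, with -0.67. For leukocyte transendothelial migration, Cxcr4 changed most with -2.87 and Ptk2b least with -0.62. For B cell receptor signaling, Cd79a (ENSMUSG00000003379, chromosome 7) changed most, with -3.36 (standard error 0.909, adjusted p = 0.236 from edgeR's test), and Nfkbie least with -0.92. Cd79a was 3.01 ± 1.78 CPM (SD, n = 4) in female Slfn3KO mice and 30.7 ± 26.9 CPM (SD, n = 4) in female WT, and 6.95 ± 7.15 CPM (SD, n = 4) in male Slfn3KO and 27.5 ± 42.5 CPM (SD, n = 4) in male WT. In males the log2 fold changes were -1.01 for Madcam1, -0.17 for Map3k14, -1.75 for Cxcr4, -0.03 for Ptk2b, -2.02 for Cd79a and -0.72 for Nfkbie, each with an adjusted p-value of at least 0.925. Each of these 6 turned positive in males when the WT libraries 3 and 4 were left out, an alternative chosen after their sex transcripts were seen, among them Cd79a with 3.07. The male scores of the 3 lists turned positive as well, with differences of 1.05, 0.52 and 0.81, and the female differences shrank to -0.68, -0.75 and -0.54. The B cell and follicle marker scores of male WT 3 and 4 were 5.57 and 3.30. Those of male WT 1 and 2 were -0.73 and -1.14. In male Slfn3KO mice 1 to 4 they were -1.68, -1.14, 2.73 and 2.83. The turn in sign in males cannot be told apart from leaving out only the WT mice with high marker scores.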

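In the female comparison, the osteoclast differentiation score (11 genes) was 2.48 ± 0.18 log2 CPM (SD, n = 4) in Slfn3KO and 3.65 ± 0.71 (SD, n = 4) in WT mice, without overlap (exact permutation p = 0.0286, adjusted p = 0.109). For NFκB signaling (10 genes) the scores were 1.79 ± 0.22 (SD, n = 4) and 3.17 ± 0.86 (SD, n = 4) (exact permutation p = 0.0571, adjusted p = 0.121). For MAPK signaling (14 genes) they were 2.50 ± 0.25 (SD, n = 4) and 3.88 ± 0.84 (SD, n = 4), again without overlap (exact permutation p = 0.0286, adjusted p = 0.109). With edgeR's RLE factors in place of TMM, the NFκB groups no longer overlapped, with a difference of -1.41. In males the differences were -0.41, -0.51 and -0.61 (exact permutation p = 0.6, 0.514 and 0.457), and 0.42, 0.50 and 0.44 without the WT libraries 3 and 4, where the female differences were -0.60, -0.73 and -0.69. The sexes differed by -0.76, -0.88 and -0.78, which did not pass the same test (exact permutation p = 0.288, 0.301 and 0.377). As these lists hold the paper's own calls on the same mice, their p-values are not independent of that choice.

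Of the 36 genes named for the cluster 1 pathways, 35 were tested in each sex. All 35 were lower in female Slfn3KO mice, and 32 were lower and 3 higher in males. The 3 higher in males, named after their values were seen, were Junb with a log2 fold change of 0.04, Nfkb2 with 0.17 and Relb with 0.08. Junb fell to -0.002 without the WT libraries 3 and 4. Btk had the largest female change of the osteoclast list with -2.15, where Map3k14 had the smallest. Lta with -2.48 and Gadd45b with -0.66 were the largest and smallest of the NFκB list, and Mef2c with -2.99 was the largest of the MAPK list, where Gadd45b was the smallest. In males these were -1.52 for Btk, -1.66 for Lta, -0.30 for Gadd45b and -2.09 for Mef2c. Without the WT libraries 3 and 4 they were 1.33, 1.83, -0.24 and 2.47 in the same order. The number of genes lower in males therefore depends on those libraries.

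**Figure D2:**
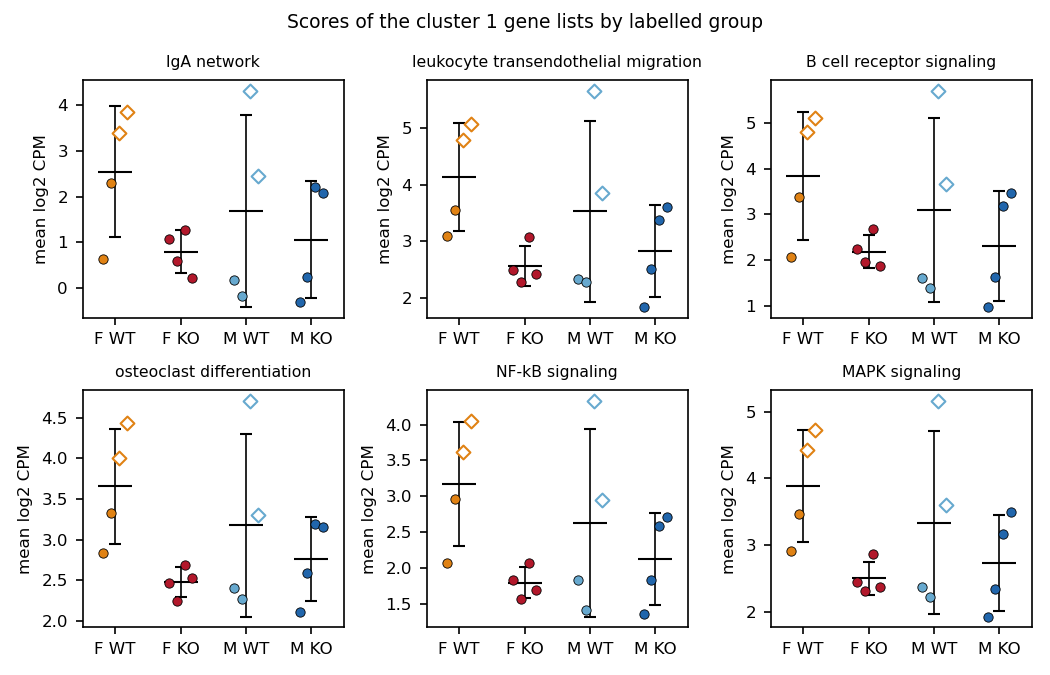
Per-mouse scores (vertical axes, mean log2 CPM) of the 6 cluster 1 gene lists in female (F) and male (M) WT and Slfn3KO (KO) mice as labelled, with the mean and SD of 4 mice. Open diamonds mark the WT libraries 3 and 4, whose sex transcripts go against their labels, and all 4 of these lie above every Slfn3KO mouse in each panel.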

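The genes Pla2g4c, Cyp2c55 and Pla2g2f were compared by the deposited sex labels. Pla2g4c (ENSMUSG00000033847, chromosome 7) was 55.4 ± 49.3 CPM (SD, n = 4) in female Slfn3KO and 8.42 ± 5.45 CPM (SD, n = 4) in female WT mice, a log2 fold change of 2.71 (standard error 0.724, adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males it was 12.2 ± 11.6 CPM (SD, n = 4) in Slfn3KO and 15.4 ± 13.5 CPM (SD, n = 4) in WT, a log2 fold change of -0.32. Cyp2c55 (ENSMUSG00000025002, chromosome 19) was 61.2 ± 27.1 CPM (SD, n = 4) in female Slfn3KO and 16.4 ± 7.76 CPM (SD, n = 4) in female WT mice, a log2 fold change of 1.90. In males Cyp2c55 changed by 0.40, with 121 ± 57.3 CPM (SD, n = 4) in Slfn3KO and 91.7 ± 91.8 CPM (SD, n = 4) in WT. Pla2g2f (ENSMUSG00000028749, chromosome 4) was 19.9 ± 4.40 CPM (SD, n = 4) in female Slfn3KO and 8.58 ± 3.32 CPM (SD, n = 4) in female WT mice, a log2 fold change of 1.20. In males Pla2g2f changed by -0.07, with 10.8 ± 2.06 CPM (SD, n = 4) in Slfn3KO and 11.5 ± 7.02 CPM (SD, n = 4) in WT. For each of the 3 genes, every female Slfn3KO mouse was higher than every female WT mouse. The score of the 3 genes was higher by 1.91 in female Slfn3KO mice (exact permutation p = 0.0286, adjusted p = 0.109) and by 0.14 in male Slfn3KO mice (exact permutation p = 0.543). The female effect exceeded the male effect by 1.77 (exact permutation p = 0.00204 over all 16 mice, adjusted p = 0.0388). These 3 genes were picked by the paper from cluster 2 of S3 File, in which all 108 genes tested in females are higher in female Slfn3KO than in female WT mice and the male median log2 fold change is 0.10, in the same mice, so that the test of a sex difference runs on genes chosen for that pattern and its p-value is no independent evidence. The interaction log2 values of the single genes were 3.02 for Pla2g4c, 1.53 for Cyp2c55 and 1.29 for Pla2g2f, with adjusted p-values from edgeR's test of at least 0.441. When the WT libraries 3 and 4, whose sex transcripts go against their labels, were left out, an alternative chosen after these were seen, the interaction of Cyp2c55 was -0.081, that of Pla2g2f was 2.15 and passed the adjusted threshold in edgeR's test, and the score difference between the sexes was 2.08. With those libraries exchanged between the sexes instead, a test also chosen afterwards, the score differences were 1.52 in females and 0.53 in males, and the difference between the sexes was 0.99 (exact permutation p = 0.102).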

The second cluster (purple) displayed increases in genes for the Slfn3KO females for the pathways of α-linoleic acid and arachidonic acid metabolism (Pla2g4c, Cyp2c55, Pla2g2f), (S3 File, Cluster 2). The third cluster (blue) exhibited a larger number of genes that have increased expression in the male Slfn3KO mice rather than the females in comparison to the WT mice (Fig 3). 

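In cluster 3 of S3 File, all 44 tested genes were higher in male Slfn3KO mice, and of 42 tested genes 20 were higher and 22 lower in female Slfn3KO mice, by the deposited labels. The paper's own values put 22 of the 42 genes higher and 20 lower in females.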

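The deposited labels were used for the lipid genes Pnpla3, Pnliprp2, Fabp4 and Lpl, with 4 WT libraries whose sex transcripts go against them. Pnpla3 (ENSMUSG00000041653, chromosome 15) was 0.706 ± 0.0679 CPM (SD, n = 4) in male Slfn3KO and 0.277 ± 0.0846 CPM (SD, n = 4) in male WT mice, a log2 fold change of 1.33 (standard error 0.303, adjusted p = 0.925 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was 0.409 ± 0.174 CPM (SD, n = 4) and 0.303 ± 0.118 CPM (SD, n = 4) and did not pass the filter on low counts. Pnliprp2 (ENSMUSG00000025091, chromosome 19) had a log2 fold change of 1.05 in males, from 21.7 ± 9.70 CPM (SD, n = 4) in WT to 44.5 ± 16.7 CPM (SD, n = 4) in Slfn3KO. In females it was 0.96, from 23.9 ± 17.1 CPM (SD, n = 4) to 46.6 ± 15.0 CPM (SD, n = 4). The score of Pnpla3 and Pnliprp2 was higher by 0.94 in all Slfn3KO mice (exact permutation p = 0.000816, adjusted p = 0.0155), by 1.14 in males (exact permutation p = 0.0286, adjusted p = 0.109) and by 0.74 in females (exact permutation p = 0.0571, adjusted p = 0.121). The difference between the sexes was -0.40 (exact permutation p = 0.242). Both genes come from cluster 3 of S3 File, which holds the paper's own calls on these mice, so that the low pooled p-value partly restates that choice.

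Fabp4 (ENSMUSG00000062515, chromosome 3) was 4.48 ± 3.01 CPM (SD, n = 4) in male Slfn3KO and 0.994 ± 0.311 CPM (SD, n = 4) in male WT mice, a log2 fold change of 2.16 (standard error 0.630, adjusted p = 0.925 from edgeR's test). In females it changed by -0.48, with 1.67 ± 1.15 CPM (SD, n = 4) in Slfn3KO and 2.32 ± 2.33 CPM (SD, n = 4) in WT. Lpl (ENSMUSG00000015568, chromosome 8) changed by 1.67 in males, from 0.945 ± 0.349 CPM (SD, n = 4) to 3.04 ± 1.35 CPM (SD, n = 4). In females Lpl was 1.41 ± 0.750 CPM (SD, n = 4) in Slfn3KO and 1.49 ± 0.709 CPM (SD, n = 4) in WT, a change of -0.09 within the spread between mice. The effects in the 2 sexes differed by -2.63 for Fabp4 and -1.75 for Lpl, each with an adjusted p of 0.441 from edgeR's test. Without the WT libraries 3 and 4, the female changes of Fabp4 and Lpl were 0.87 and 0.09.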

Glycerolipid metabolism pathway genes (Pnpla3, Pnliprp2) were similarly increased between both male and female Slfn3KO mice, while genes of the PPAR signaling pathway of lipid metabolism and adipocyte differentiation (Fabp4, Hmgcs2, Lpl) are increased in male Slfn3KO mice but decreased in female Slfn3KO mice (S3 File, Cluster 3). Since these two cluster of genes might provide information on why Slfn3KO mice, especially the female Slfn3KO mice, gain less weight than the WT mice, we further examined their expression by qPCR. The expression of α-linoleic acid and arachidonic acid metabolism pathway genes, phospholipase A2, Group IVC and Group IIF (Pla2g4c and Pla2g2f) were differentially expressed in the female Slfn3KO mice (Fig 4A and 4B). Pla2g4c was significantly decreased while Pla2g2f was significantly increased in female Slfn3KO mice in comparison to WT females. Cytochrome P450, subfamily c, polypeptide 55 was significantly increased in both male and female Slfn3KO mice in comparison to the WT mice. There was no significant difference in glycerolipid metabolism pathway genes pancreatic lipase related protein 2 (Pnliprp2) and patatin-like phospholipase domain containing 3 (Pnpla3) between Slfn3KO mice and WT mice (S2A and S2B Fig). Adipogenesis genes, fatty acid binding protein 4 (Fabp4) and lipoprotein lipase (Lpl) were significantly decreased in female Slfn3KO mice in comparison to the WT females (Fig 5A and 5B). Lastly, ketogenesis gene, hydroxymethylglutaryl-CoA synthase (Hmgcs2) was significantly increased in female Slfn3KO mice compared to female WT mice (Fig 6).

**Fig 4:**
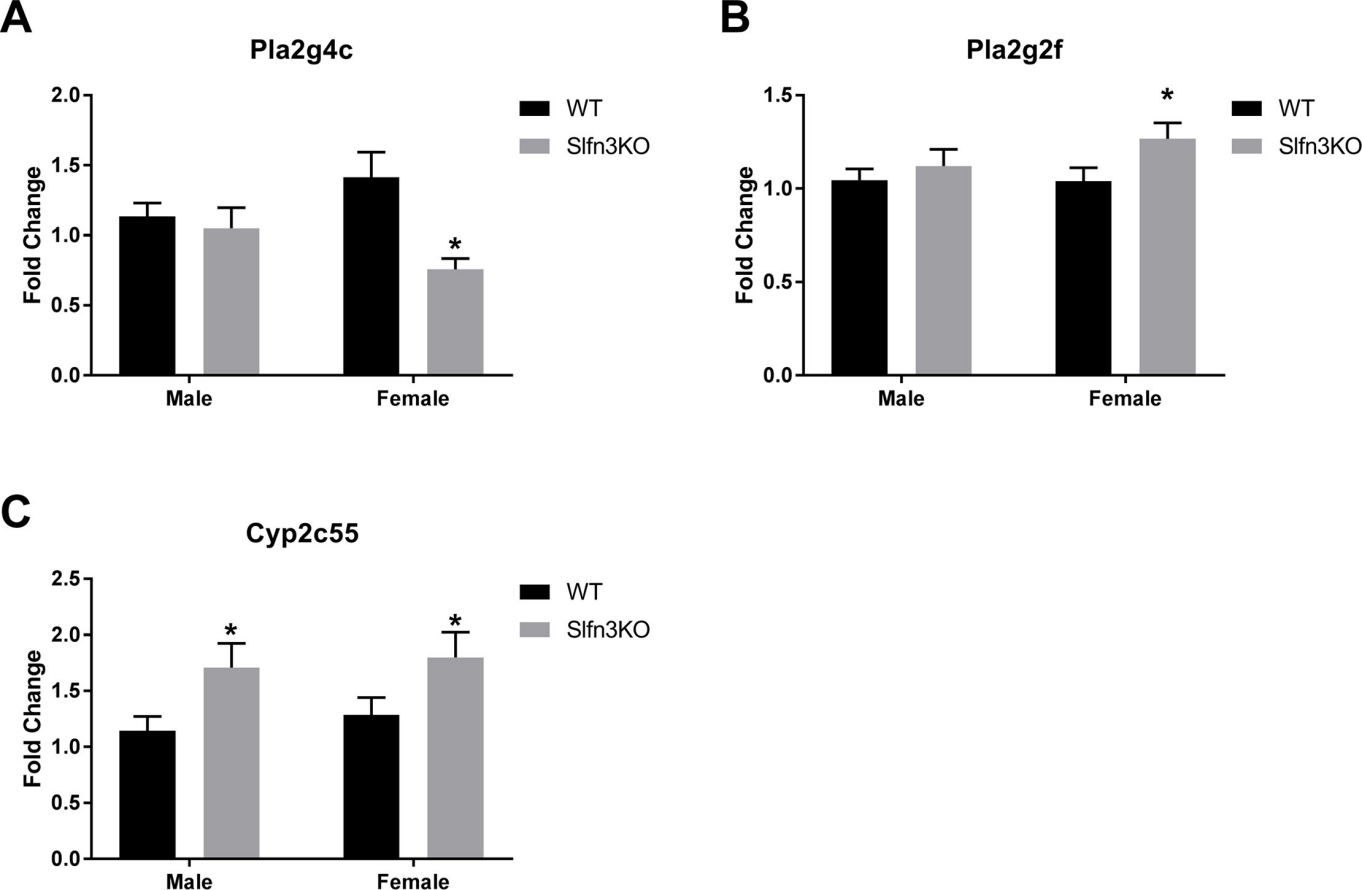
Differentially expressed α-linoleic acid and arachidonic acid metabolism genes in Slfn3KO mice. The mRNA expression of (A) Pla2g4c, Phospholipase A2, group IVC (cPLA2γ), (B) Pla2g2f, Phospholipase A2, group IIF (cPLA2α, IIF) and (C) Cyp2c55, Cytochrome P450, subfamily c, polypeptide 55 were analyzed by qPCR using RPLP0 as a reference control gene. (n = 33–56; *p<0.05 to respective WT).

**Fig 5:**
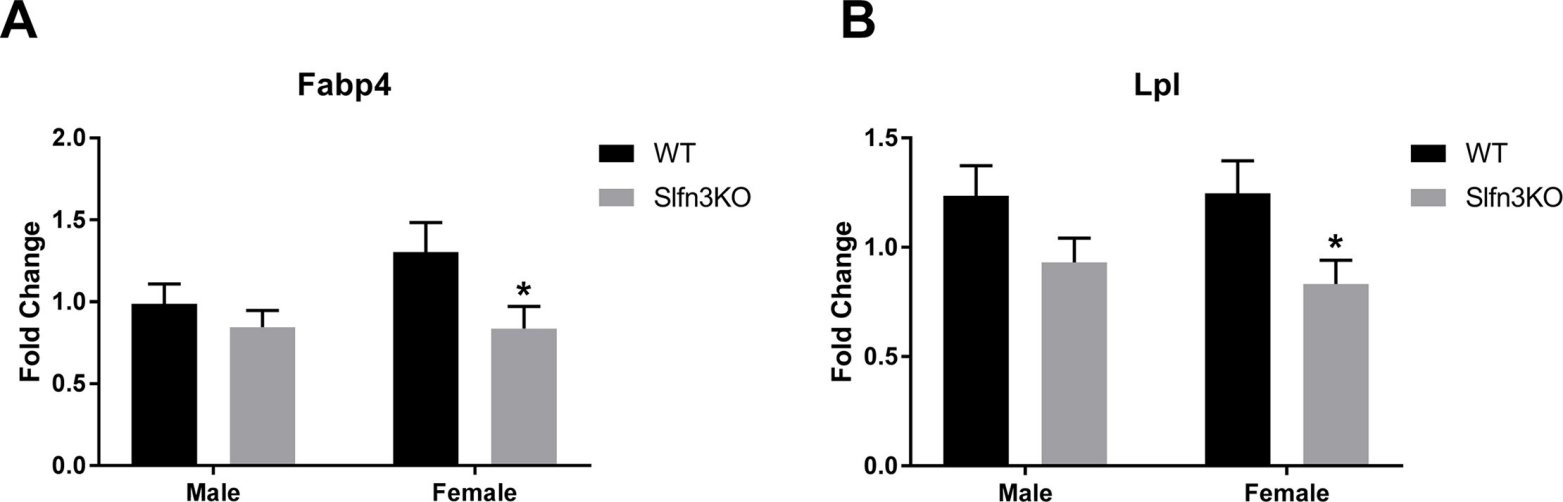
Adipogenesis genes are decreased in female Slfn3KO mice. The mRNA expression of (A) Fabp4, Fatty acid binding protein 4 and (B) Lpl, Lipoprotein lipase were analyzed by qPCR using RPLP0 as a reference control gene. (n = 33–56; *p<0.05 to respective WT).

**Fig 6:**
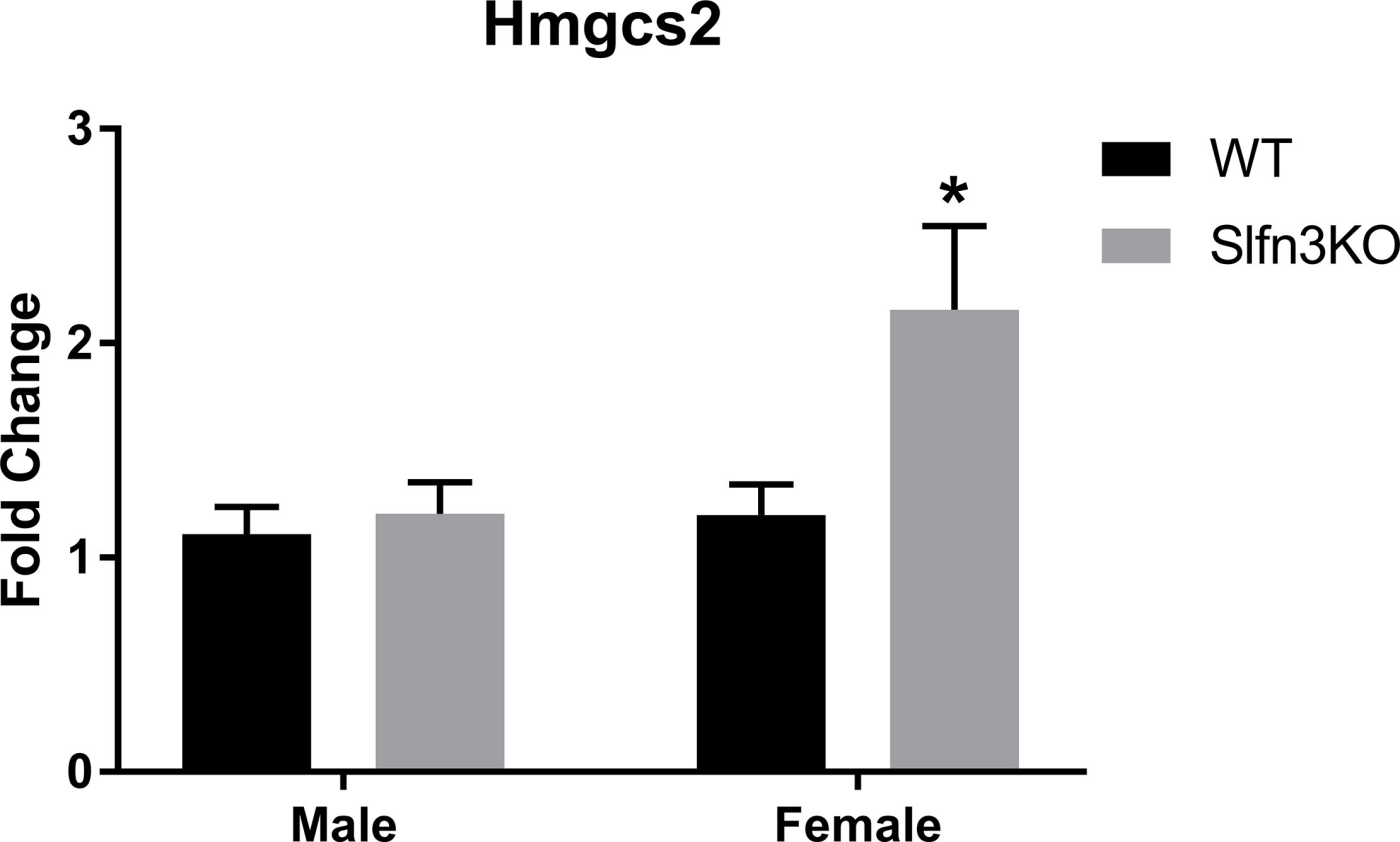
Ketogenesis gene, Hmgc2 was increased in female Slfn3KO mice. The mRNA expression of Hmgcs2, Hydroxy-methylglutaryl-CoA Synthase was analyzed by qPCR using RPLP0 as a reference control gene. (n = 33–56; *p<0.05 to respective WT).

Finally, the fourth cluster (green) showed decreased expression in two gene families related to the immune defense of viral infections. These two families are the 2’-5’ oligoadenylate synthetase (Oas) and interferon-induced protein families (Ifi) and are together decreased in expression in both the female and male Slfn3KO mice. 

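All 7 Oas genes and all 5 Ifi genes of cluster 4 were lower in Slfn3KO mice of both labelled sexes. Among the Oas genes, Oas2 (ENSMUSG00000032690, chromosome 5) changed most, with a log2 fold change of -1.91 in males (standard error 0.604, adjusted p = 0.925 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.99 in females (standard error 0.759, adjusted p = 0.273 from the same test). It was 3.46 ± 1.35 CPM (SD, n = 4) in male Slfn3KO and 12.9 ± 9.93 CPM (SD, n = 4) in male WT, and 5.29 ± 3.16 CPM (SD, n = 4) in female Slfn3KO and 20.9 ± 24.0 CPM (SD, n = 4) in female WT mice. The smallest changes were -1.0 for Oas1g in males and -0.80 for Oas1c in females. Among the Ifi genes, the changes lay between -1.59 for Ifit2 and -1.03 for Ifit3 in males and between -1.73 for Ifi44 and -0.77 for Ifit3b in females. Oas1a and Oas1g share 57.6% and 45.7% of their 50-base stretches with other Oas1 genes, and Ifit3 and Ifit3b share 51.2% and 45.0% with other genes, so that their single values are uncertain. The Oas score fell by 1.07 in males, without overlap between the groups (exact permutation p = 0.0286, adjusted p = 0.109), and by 1.14 in females (exact permutation p = 0.0857, adjusted p = 0.125). The Ifi score fell by 1.22 in males, without overlap (exact permutation p = 0.0286, adjusted p = 0.109), and by 0.87 in females, within the spread of the WT mice (exact permutation p = 0.286, adjusted p = 0.302). These genes were listed by the paper for their change in the same mice, so that the p-values are not independent of that choice. In females Ifi44 rose by 0.30 when the WT libraries 3 and 4, whose sex transcripts go against their labels, were left out. Oas2 then changed by -0.51 in males and -0.95 in females. The score differences were then -0.49 in males and -0.87 in females for Oas and -0.61 and -0.047 for Ifi. Across the fits that each left out 1 mouse, the female change of Oas2 lay between -2.46 and -0.76.

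**Figure D3:**
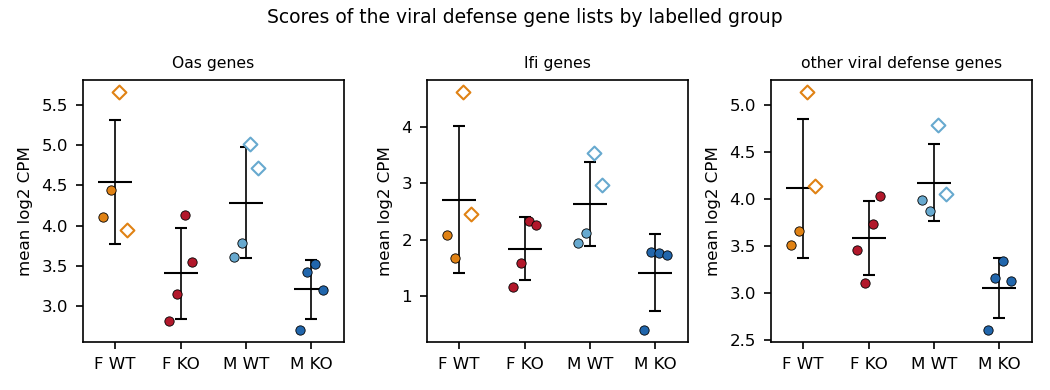
Per-mouse scores (vertical axes, mean log2 CPM) of the Oas, Ifi and 6 other viral defense genes in female (F) and male (M) WT and Slfn3KO (KO) mice as labelled, with the mean and SD of 4 mice. Open diamonds mark the WT libraries 3 and 4. In males all 4 WT mice lie above all 4 Slfn3KO mice in each panel.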

Additionally, there were 6 more genes involved with viral defense that are decreased in Slfn3KO mice and these are Card9, DHX58, FAM111A, ISG15, LTF, and RSAD2 (S3 File, Cluster 4).

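In males the log2 fold changes of these genes were -1.26 for Card9, -0.97 for Dhx58, -1.23 for Fam111a, -0.91 for Isg15, -1.43 for Ltf and -1.35 for Rsad2 (ENSMUSG00000020641, chromosome 12, standard error 0.263), each with an adjusted p of 0.925 from edgeR's test. In females they were -0.20 for Card9, -1.05 for Dhx58, -0.57 for Fam111a, -1.19 for Isg15, 0.01 for Ltf and -0.88 for Rsad2, with adjusted p-values of at least 0.29. The score of the 6 genes fell by 1.12 in males, without overlap (exact permutation p = 0.0286, adjusted p = 0.109), and by 0.53 in females (exact permutation p = 0.257, adjusted p = 0.287), by labels that the sex transcripts of 4 WT libraries contradict. The difference between the sexes was 0.59 (exact permutation p = 0.249). Since the 6 genes are the paper's own calls on the same mice, the missing overlap in males partly restates that choice. Without the WT libraries 3 and 4, the female changes were 0.40 for Card9, 0.44 for Fam111a and 1.28 for Ltf. Those of Dhx58, Isg15 and Rsad2 were then -0.50, -1.055 and -0.25. The score difference without these libraries was -0.88 in males and -2.7e-05 in females, where higher and lower genes offset each other. The difference between the sexes was then 0.88, under an unadjusted p of 0.05.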

### Sex-dependent expression of Glut2 and SGLT1 in Slfn3KO mice

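The intestinal differentiation markers Sis, Dpp4, Vil1, Slc2a1 (Glut1), Slc2a2 (Glut2) and Slc5a1 (SGLT1) were examined in each labelled sex. In male mice the log2 fold changes between Slfn3KO and WT were -0.07 for Sis, -0.14 for Dpp4, 0.02 for Vil1, -0.24 for Slc2a1, 0.04 for Slc2a2 and -0.04 for Slc5a1, with adjusted p-values from edgeR's test of at least 0.925. In female mice they were -0.18 for Sis, -0.59 for Dpp4, -0.52 for Vil1, 0.34 for Slc2a1 and -0.53 for Slc5a1, with adjusted p-values of at least 0.325. Slc2a2 (ENSMUSG00000027690, chromosome 3) was 1.61 ± 1.83 CPM (SD, n = 4) in female Slfn3KO and 53.9 ± 69.9 CPM (SD, n = 4) in female WT mice, a log2 fold change of -5.05 (standard error 1.55, adjusted p = 0.237 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 70.2 ± 84.3 CPM (SD, n = 4) in male Slfn3KO and 68.2 ± 62.4 CPM (SD, n = 4) in male WT mice. Sis was 1970 ± 746 CPM (SD, n = 4) in female Slfn3KO and 2230 ± 743 CPM (SD, n = 4) in female WT mice, and 3330 ± 989 CPM (SD, n = 4) and 3500 ± 1240 CPM (SD, n = 4) in males. The score of the 6 markers differed by -0.42 in all mice (exact permutation p = 0.206, adjusted p = 0.217), by -0.03 in males (exact permutation p = 0.943) and by -0.81 in females (exact permutation p = 0.143, adjusted p = 0.194). The female difference rests mostly on Slc2a2, whose change was by far the largest of the 6. The male difference was 0.003 when scores were centred on each mouse's median gene. With the WT libraries 3 and 4 left out, whose sex transcripts go against their labels, the pooled difference was -0.88. It passed an unadjusted p-value of 0.05 in the exact permutation test. The scores of jejunal minus ileal markers left out were -4.87 and -3.18 in female WT 3 and 4. In male WT 3 and 4 they were -4.34 and -1.17. The female WT mice left, at 0.47 and -1.86, lay above all female Slfn3KO mice (-5.14 to -2.21). The lower marker score in that fit cannot be told apart from the part of the intestine sampled.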

While examining the RNA sequencing data, we found that intestinal differentiation markers were not significantly different between the Slfn3KO and WT mice (S3 Fig). This contrasted with previous observations *in vitro* in IEC-6 cells and *in vivo* in rat jejunal enterocytes, where Slfn3 expression directly induced differentiation marker expression of sucrase isomaltase (SI), dipeptidyl peptidase 4 (Dpp4), villin 1 (Vil1), and glucose transporter 2 (Glut2) [13]. Therefore, we specifically evaluated several intestinal differentiation markers by qPCR to confirm or refute the RNA sequencing data and reconcile it with previous results. Intestinal differentiation markers sucrase isomaltase (SI), dipeptidyl peptidase 4 (Dpp4), villin 1 (Vil1), and glucose transporter 1 (Glut1) did not show significant differences in mRNA expression levels between Slfn3KO and WT mice (Fig 7A–7D). However, it is evident that there is a similar trending decrease in the differentiation marker expression between the male and female WT and Slfn3KO mice so if the trending of their mRNA expression is stacked, there is a significant decrease in differentiation markers in the female Slfn3KO mice in comparison to the female WT and Slfn3KO male mice (S4 Fig). Other differentiation markers, such as glucose transporters, Glut2 and sodium-glucose transporter 1 (SGLT1), showed sex-dependent differences in expression. Glut2 mRNA expression was reduced in Slfn3KO females in comparison to WT (Fig 7E), while SGLT1 mRNA expression was increased in Slfn3KO males in comparison to WT (Fig 7F). Since we have previously shown [13, 17] that direct modulation of Slfn3 levels by transient overexpression or knockdown led to the modulation of expression of brush border proteins such as SI, Dpp4, and Glut2 that were not found altered here by either RNAseq or subsequent qPCR. This apparent disparity may reflect the chronic adaptation of the mucosa by other compensatory pathways to the complete loss of Slfn3 or the complexities of the juxtacrine, paracrine or endocrine interactions of other cell types within or outside the mucosa that might have also been affected by the loss of Slfn3.

**Fig 7:**
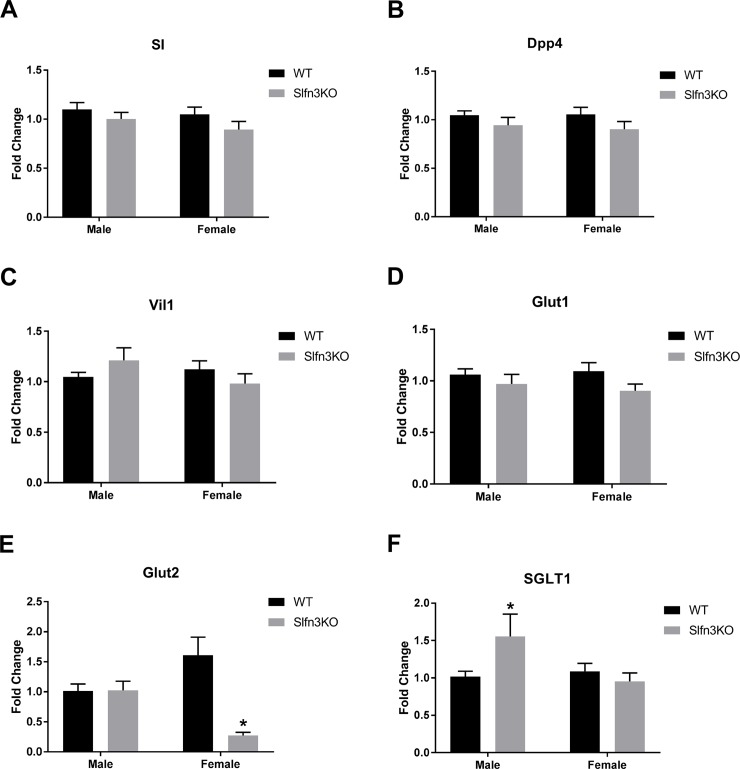
Glut2 and SGLT1 mRNA expression levels in Slfn3KO mice is sex-dependent. Total RNA was isolated from intestinal mucosa of WT and Slfn3KO mice and differentiation marker expression was analyzed by qPCR using RPLP0 as a reference control gene. mRNA expression of (A) SI, (B) Dpp4, (C) Vil1, (D) Glut1, (E) Glut2, and (F) SGLT1. (n = 37–47; *p<0.05 to respective WT; #p<0.05 to respective male genotype).

### Cdx2 and Notch 2 mRNA expression are increased in female Slfn3KO mice

Another set of pathways that regulate differentiation are the Notch signaling pathways. Female Slfn3KO mice had increased Notch2 mRNA expression in comparison to WT female mice. However, there were no significant differences between male Slfn3KO and WT mice and no significant differences in Notch1 expression for either sex between Slfn3KO and WT mice (Fig 8A and 8B). Additionally, since we have shown that Slfn3 can affect the expression of Cdx2 in IEC-6 cells and Boyd et al. listed Notch2 as a target gene of Cdx2 [1, 31] we explored whether the expression of Cdx2 was affected in Slfn3KO mice. In agreement with the Notch2 expression, Cdx2 was also increased in Slfn3KO female mice in comparison to WT females, while there was no significant change between the male genotypes (Fig 8C).

**Fig 8:**
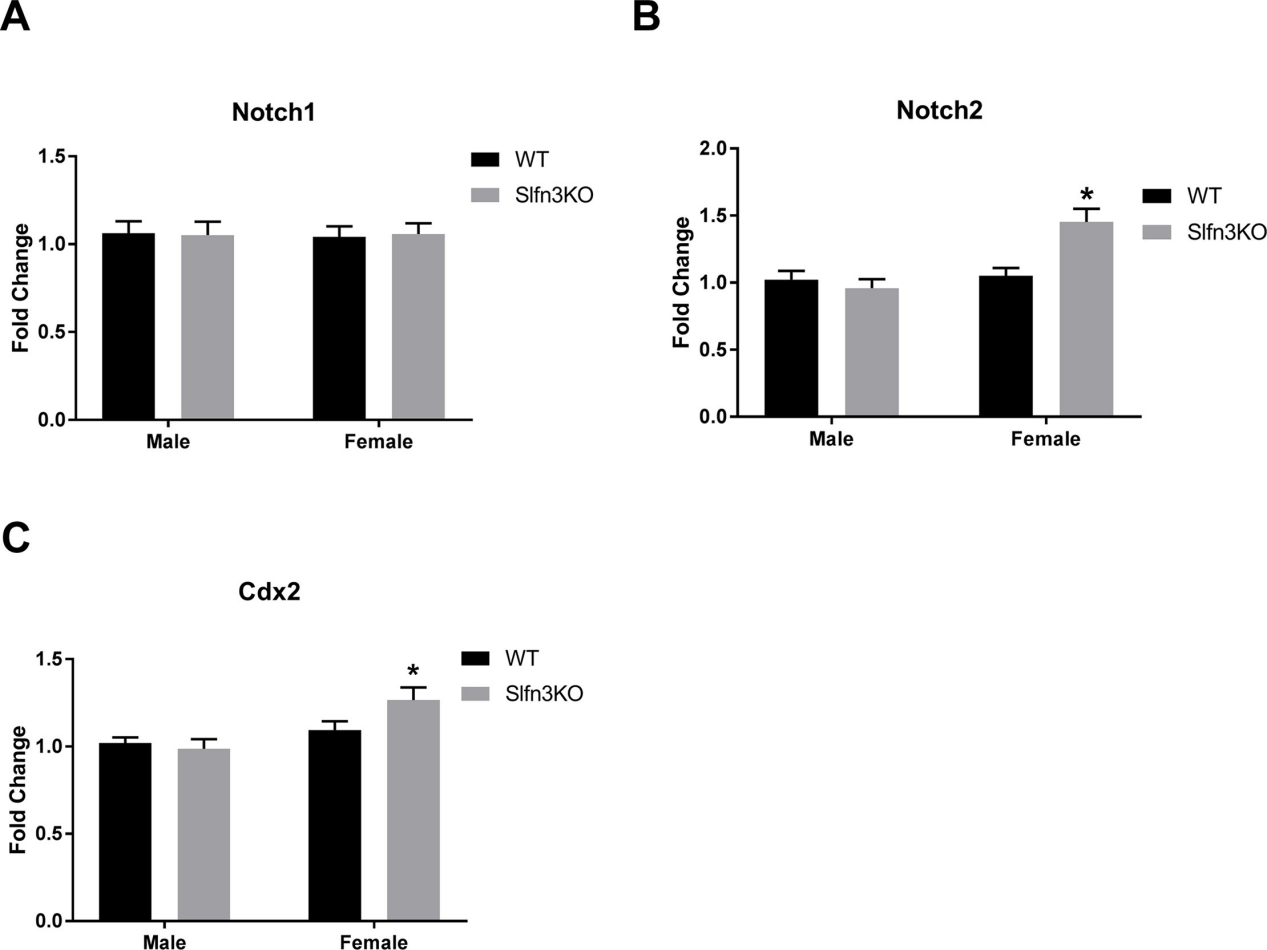
Increased mRNA expression of Notch2 and Cdx2 in Slfn3KO male mice. Total RNA was isolated from intestinal mucosa of WT and Slfn3KO mice and mRNA expression of (A) Notch1, (B) Notch2 and (C) Cdx2 was analyzed by qPCR using HPRT as a reference control gene. (n = 28–41; *p<0.05 to respective WT).

## Discussion

The intestinal epithelium depends on proper self-renewal and differentiation in order to have effective absorptive function and adaptation to pathological states. *In vitro* studies with rat IEC-6 cells and *in vivo* luminal siRNA or adenoviral transient infection of Slfn3 in rat have shown that Slfn3 plays a critical role in the regulation of intestinal epithelial differentiation. This study shows that Slfn3KO mice gain less weight, have villi, crypt, and muscularis externa of varying length, depth, and thickness from WT mice, and that Slfn3KO mice have sex-dependent disturbances in metabolic pathways, immune system processes, intestinal differentiation markers, Glut2 and SGLT1, and intestinal differentiation pathway genes, Notch2 and Cdx2.

First, Slfn3KO mice exhibited less weight gain and food efficiency in comparison to WT mice. This effect was even greater in female Slfn3KO mice than in male Slfn3KO. Our qPCR mRNA expression analysis for linoleic and arachidonic acid metabolism genes indicated that primarily the female Slfn3KO mice exhibited differential expressions of Pla2g4c, Pla2g2f, and Cyp2c55 in comparison to WT mice. Linolenic, α-linoleic, and arachidonic acid metabolism results in the synthesis of a number of prostaglandin and nonprostaglandin products[32]. An overproduction of prostaglandins might lead to an inhibitory effect on motility patterns and a slowing of gastric emptying of solids from the stomach to the pyloric antrum[33]. In human terminal ileum, prostaglandin E_2_ (PGE_2_), PGF_2α_, and PGD_2_ contract the longitudinal muscle while PGI_2_ usually causes relaxation. The PGF_2α_ contracts the circular muscle where as PGI_2_ and PGE_2_ cause relaxation[34]. Therefore, the differential expression of α-linoleic acid and arachidonic acid metabolism genes in Slfn3KO females could result in downstream effects to the production of prostaglandins, the intestinal motility, and gastric emptying which could be a potential cause for decreased weight gain of the Slfn3KO females.

Second, Slfn3KO mice displayed changes in villi length, crypt depth, and muscularis externa thickness. Slfn3KO male mice had decreased villus length compared to their wild type counterparts while Slfn3KO female mice had increased villus length compared to wild type counterparts. The crypt depth was decreased only in female Slfn3KO mice in comparison to WT mice and lastly, the muscularis externa was thicker in the male Slfn3KO mice but thinner in the female Slfn3KO mice in comparison to WT mice. Previously, in male rats injected intraluminally with Slfn3 siRNA into temporarily obstructed jejunal segments, we observed a significant decrease in villi length and we did not observe a difference in crypt depth [17]. These previous data agree with our male Slfn3KO mice histology measurements but now, interestingly, we have a sex-dependent difference in villi, crypt, and muscularis externa between the male and female Slfn3KO mice. Changes to the villi length, crypt depth, and muscularis externa of the Slfn3KO mice could affect nutrient absorption and peristalsis, which would be an additional factor for the decreased weight gain in Slfn3KO mice.

Third, the Slfn3KO female mice exhibited a decrease in genes of the adipogenesis, Lpl and Fabp4, and an increase in ketogenesis pathway gene, Hmgcs2. Lpl is an enzyme that allows for the uptake of lipids into the cell and also are increased during the differentiation of adipocytes [35]. Lpl deficient mice have diminished adipose tissue stores with decreased intracellular fat droplets but only live 16-18hr after birth [36]. Lpl deficient mice are able to live into adulthood if they are bred with a transgenic muscle-specific expressing Lpl [36]. Fabp4 operates as a fatty acids chaperone by coupling intracellular lipids to biological targets and signaling pathways [37]. The expression of Fabp4 has been shown to increase during the differentiation of adipocytes and is necessary for the process of lipolysis. [37–39]. *Fabp4-/-* mice do not weigh less than wildtype mice due to the compensatory upregulation of Fabp5 but they are protected from diet-induced obesity, obesity-induced insulin resistance, and hyperglycaemia [40–42]. Additionally, *Fabp4-/-* mice do not have altered preadipocyte differentiation, adipogenesis, and adipose tissue formation [41, 43]. Mice deficient for both Fabp4 and Fabp5 have an increase in ketogenic gene, Hmgcs2 [44]. Hmgcs2 is the rate-limiting enzyme limiting enzyme in the synthesis of ketone bodies, such as β-hydroxybutyrate (βHB) and acetoacetate (AcAc). Hmgcs2 has also been shown to be involved in intestinal epithelial differentiation since βHB inhibits histone deacetylases which normally promote intestinal cell differentiation and Hmgcs2 overexpression increases differentiation marker, Cdx2 [45]. Therefore, the prominent decreased weight gain of the Slfn3KO female mice could be possibly linked with the decrease in Lpl and Fabp4, and the increase in Hmgcs2. The complexities of these interactions will be an important subject for future studies beyond the scope of the current manuscript.

Slfn3KO mice exhibited sex-dependent expression changes in the intestinal differentiation genes, Notch2 and Cdx2. Both Notch2 and Cdx2 were increased in the Slfn3KO female mice in comparison to the WT females, whereas the male Slfn3KO mice had similar expressions to the WT male mice. Notch1 and Notch2 are predominantly found in the crypt cells [46]. Notch1 is expressed more prominently and is expressed in the lower third of all crypts, a region that contains the proliferative cells and the lamina propria [46]. Whereas Notch2 is only expressed in scattered cells within the epithelium of the crypt [47]. The expression of Notch1 is more predominant in the proximal small intestine while Notch2 is more efficiently found in the distal regions [48]. The function of Notch1 and Notch2 has been suggested as being redundant since crypt-villus formation is not disrupted in either Notch1 or Notch2 conditional knockout mice but is disrupted in double Notch1/Notch2 knockout mice [47, 49]. Additionally, Notch1 plays a dominant role in suppressing secretory cell fate when transit amplifying progenitor cells differentiate [47, 50, 51]. CisGenome analysis found that Notch2 is a target gene of Cdx2 [1]. The overexpression of Cdx2 in IEC-6 cells led to the induced expression of Notch signaling pathway genes, Notch1, Deltex1, and Math1 [52]. While transient transfection of Cdx2 into HET1A cells increased intestinal epithelium markers, Villin 1 and sucrase-isomaltase and Notch signaling pathway genes, Jagged 1, Notch3, Notch4, Hes1, and Atoh1, which are all necessary for proper intestinal differentiation [53]. Transgenic mice overexpressing Cdx2 have a phenotype that include premature intestinal maturation and fat malabsorption in the postnatal period. Further examination reveals normal cell proliferation in the crypt but intestinal crypt development was underdeveloped and there was disruption in the Paneth cell differentiation leading to a loss of detectable nuclear β-catenin, which is necessary for maintenance of intestinal stem cells and intestinal epithelium differentiation [54]. So collectively, these data could also correlate the female Slfn3KO mice phenotype of a decreased weight gain and increased mRNA expressions of Notch2 and Cdx2.

Additionally, Slfn3KO mice exhibited sex-dependent expression of intestinal differentiation markers and glucose transporters, Glut2 and SGLT1. Glut2 expression was decreased in the female Slfn3KO mice and the SGLT1 expression was increased in the male Slfn3KO mice. The small intestine plays an essential role in the digestion and absorption of glucose. Epithelial cells in the brush border membrane contain α-amylase which breaks down long-chain carbohydrates into short-chain oligo- and/or disaccharides and then maltase and sucrase-isomaltase cleaves these into monosaccharides. Then Glut2 and SGLT1 help to regulate the absorption of these monosaccharides in the intestinal tract [55]. Generally, intestinal glucose absorption is mediated by SGLT1, while Glut2 typically provides basolateral glucose exit but can also be recruited to the apical membrane after high luminal glucose boluses which allows for glucose absorption by facilitated diffusion [56]. Therefore, the dysregulation of Glut2 and SGLT1 we observed could contribute to the decreased weight gain in Slfn3KO mice.

Lastly, RNA sequencing data of Slfn3KO mice revealed several alterations to immune associated genes. RNA sequencing data showed increases in α-defensin genes (S3 File, Cluster 2) which are antimicrobial peptides found in Paneth cells and neutrophils that are important for innate immunity [57, 58]. In addition, the RNA sequencing data suggested other immunologic gene changes in the Slfn3KO mice. 

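Of the 5 α-defensin genes of cluster 2, 4 passed the filter on low counts, and all 4 were higher in Slfn3KO mice of both labelled sexes. Defa30 (ENSMUSG00000074444, chromosome 8) was 867 ± 279 CPM (SD, n = 4) in female Slfn3KO and 226 ± 155 CPM (SD, n = 4) in female WT mice, a log2 fold change of 1.93 (standard error 0.477, adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males it was 407 ± 40.8 CPM (SD, n = 4) in Slfn3KO and 333 ± 273 CPM (SD, n = 4) in WT, a log2 fold change of 0.31. Defa17 had the smallest female change, with 1.61, and changed by 0.42 in males. The fifth gene, Defa27, was 3.57 ± 7.00 CPM (SD, n = 4) in male Slfn3KO and 10.3 ± 12.6 CPM (SD, n = 4) in male WT mice, and 0.134 ± 0.136 CPM (SD, n = 4) and 0.0514 ± 0.0613 CPM (SD, n = 4) in females. Of the 50-base stretches of Defa17, 92.0% also occur in other genes, and the share was 52.9% for Defa27, 52.4% for Defa30, 43.4% for Defa29 and 28.1% for Defa24, so that single values are uncertain. The score of the 4 genes was higher by 1.36 in all Slfn3KO mice (exact permutation p = 0.0118, adjusted p = 0.0374), by 1.91 in females, without overlap (exact permutation p = 0.0286, adjusted p = 0.109), and by 0.81 in males (exact permutation p = 0.343). The difference between the sexes was 1.11 (exact permutation p = 0.198). The genes were taken from a cluster that the paper called as changed in these mice, so that the p-values of the score are not independent of that choice. Without the WT libraries 3 and 4, whose sex transcripts go against their labels, the male changes of Defa30 and Defa17 were -0.40 and -0.25, the pooled score difference was 1.01 and no longer under an unadjusted p of 0.05, and the difference between the sexes was 2.59 and under it.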

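Over all 16 mice, the score of the 7 Oas genes differed by -1.11 between Slfn3KO and WT mice (exact permutation p = 0.00163, adjusted p = 0.0155). The score of the 5 Ifi genes differed by -1.05 (exact permutation p = 0.0196, adjusted p = 0.0532), and that of Card9, Dhx58, Fam111a, Isg15, Ltf and Rsad2 by -0.82 (exact permutation p = 0.00408, adjusted p = 0.0258). All 3 lists come from cluster 4 of S3 File, the paper's own calls on the same mice, so that these p-values partly restate that choice and are no independent evidence. The differences between the labelled sexes in these effects were -0.06 for Oas (exact permutation p = 0.92) and 0.35 for Ifi (exact permutation p = 0.693) and did not pass the test. Without the WT libraries 3 and 4, the pooled differences were -0.68 for Oas, still under an unadjusted p of 0.05, and -0.33 for Ifi and -0.44 for the other 6 genes, no longer under it.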

There were decreases in Oas, Ifi, and 6 other anti-viral defense genes in the Slfn3KO mice in comparison to the WT mice. In contrast, Berger et al. stated that there was no immunologic difference between Slfn3KO mice and WT mice, even though their data shows a trending decrease in monocytes, CD4 T, and CD8 T cells [19]. However, Condamine et al. found that Slfn3 mRNA expression is overexpressed in rat CD4+ CD25+ T regulatory (Treg) cells, but upon activation and proliferation, Slfn3 is downregulated in CD4+ CD25+ Treg cells and upregulated in CD4+ CD25- T effector cells [59]. Furthermore, Schwarz et al. demonstrated that Slfn3 expression was increased after T cell activation with anti-CD3/CD28 [8]. These results indicate Slfn3 could have a role in T cell differentiation and activation.

Overall, we have further characterized the role of Slfn3 in the intestinal homeostasis. Slfn3KO mice have a phenotype of decreased weight gain that is unlikely caused by a single gene but instead multiple genes/pathways. This includes the metabolic pathways of glycerolipid, linoleic and arachidonic acid metabolism, sex-dependent disregulation of glucose transporters, Glut2 and SGLT1, and intestinal differentiation genes, Notch2 and Cdx2. The interplay between these pathways in the Slfn3KO mice and the signals that may be altered to attempt to compensate for the loss of Slfn3 will be fertile ground for further study.

## Supporting information

S1 Fig Meta-analysis heatmap of all Slfn3KO vs. WT samples compared to Slfn3KO males vs. WT males alone and to the Slfn3KO females vs. WT females alone. (TIF) Click here for additional data file.

S2 Fig Glycerolipid metabolism genes are not affected significantly by loss of Slfn3. The mRNA expression of (A) Pnliprp2, Pancreatic lipase related protein 2 and (B) Pnpla3, Patatin-like phospholipase domain containing 3, Adpn were analyzed by qPCR using RPLP0 as a reference control gene. (n = 33–56; *p<0.05 to respective WT).
(TIF) Click here for additional data file.

S3 Fig Mean normalized expression levels of RNA sequencing samples for intestinal differentiation genes SI, Dpp4, Vil1, Glut1, Glut2, and SGLT1 (n = 4 per group). (TIF) Click here for additional data file.

S4 Fig Collective decrease in differentiation markers in Slfn3KO female mice. Mean mRNA expression values of SI, Dpp4, Vil1, and Glut1 were analyzed in a grouped stacked graph in order to evaluate evident trends in differentiation marker mRNA expressions between male and female WT and Slfn3KO mice. (n = 37–47; *p<0.05 to respective WT, stat analysis by paired, two-tailed t-test).
(TIF) Click here for additional data file.

S1 File Pathways affected by the loss of Slfn3. (XLSX) Click here for additional data file.

S2 File Gene ontology results for Male vs. Female Slfn3KO vs. WT metanalysis. (XLSX) Click here for additional data file.

S3 File Gene ontology results for both male and female vs. male only vs. female only Slfn3KO vs. WT metanalysis. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

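RNA of the ileum mucosa was measured in 16 mice, 4 labelled male and 4 labelled female of each of the genotypes Slfn3KO and WT. The paper gives an age of 12 to 16 weeks, and the sample labels give 8 weeks. The authors sequenced single reads over 2 lanes, trimmed them with cutadapt, aligned them with STAR to mm10 and deposited 1 table of raw counts per gene. The paper names HTSeq as the counter, and the header of the deposited counts names featureCounts with reverse-stranded counting. The deposited counts were not normalized. The table also gives each gene's exon length, which was used only for a check of length bias. Gene symbols were taken from GENCODE M21, which matched 45143 of the 46078 gene identifiers.

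Counts per mouse summed to between 20823279 and 30813117, so that a floor of 3 counts lay between 0.0974 and 0.144 CPM before the TMM factors. These floors cover counting error only. Samples were grouped by the deposited labels of sex and genotype. In the libraries labelled male WT 3 and 4 and female WT 3 and 4, Xist and 4 Y-linked genes go against the sex label. The labels were kept except in stated tests of an exchange, and an added alternative leaves these 4 libraries out.

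Fold changes were computed with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter and the robust quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p-value under 0.05 and a change of at least 1.5-fold, which each gene of the paper's S2 and S3 Files reaches in at least 1 of the comparisons listed there. The paper's methods name DESeq2 for normalization, fold changes and p-values, which is among the alternatives here, and the paper's text does not name a p-value cutoff. The pooled comparison had sex as a covariate, the comparisons of males and of females had no covariate, and the difference between the sexes was the interaction of sex and genotype, as female minus male. Standard errors are the absolute log2 fold change divided by the square root of the F value. Gene list scores were the mean log2 CPM with a prior count of 2 over the genes that passed the pooled filter, and were compared by exact two-sided permutation tests with numpy 2.4.6 and scipy 1.17.1, adjusted over 19 lists in each comparison. For the pooled comparison genotype labels were permuted within sex. For the difference between the sexes the sex labels were permuted within genotype. Each test had 4900 labellings. The second takes as its null that sex has no effect in either genotype. An effect of sex common to both genotypes can therefore raise its p-value, and a high p-value is weak evidence against a difference. With 4 mice against 4 there are 70 labellings and the smallest p is 0.0286. The lists were taken from the paper's text and S3 File, or written from general knowledge for the 5 pathways of S1 File and for markers of cell types. Lists taken from S3 File hold genes the paper called as changed in these same 16 mice, and the adjustment over lists does not correct for that choice.

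The alternatives were edgeR's RLE factors, DESeq2 1.42.0 with its Wald test with and without its normal prior, no filter, at least 10 counts in every mouse, an unadjusted p-value, no fold threshold, no covariate, all 4 groups in one fit, the replicate number as a block and each mouse left out in turn. For the scores they were RLE factors, centring on the median gene, a prior count of 0.5, the median over genes and pairing by replicate number. Pairing comes from the replicate numbers in the sample labels, which are different mice. All of these were set before the data were examined. After the data were seen, 2 alternatives were added, the fit without the WT libraries 3 and 4 and DESeq2's normal prior together with an unadjusted p-value.

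Named genes were chosen by a rule set before the data were examined. They are Slfn3 and the other Slfn genes, the genes the paper discusses singly from its RNA sequencing, the largest and the smallest change of each longer list in the paper's text, the sex transcripts, and the 3 genes that rose and the 3 that fell most among those past the threshold without overlap of the groups, of which there were none. Not every gene and list covered by these rules is used here.

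Each test was checked on simulated counts drawn from the real means, library sizes and dispersions. In these, 200 genes were changed, 100 of them 2-fold and 100 of them 4-fold. Each gene was drawn independently, so that variation shared by many genes between mice was not simulated. The rates below therefore cannot tell how many changes of that size the real comparisons would miss. At the adjusted threshold, edgeR recovered 63% of the 2-fold and 95% of the 4-fold changes among 14822 genes in the pooled comparison, with 3 false calls among 161. It recovered 47% and 73% among 14124 genes in males with 10 false calls among 130, 31% and 79% among 14064 genes in females with 9 among 119, and 19% and 75% among 14822 genes for the difference between the sexes with 5 among 99. DESeq2 recovered 78% and 95% pooled with 19 false calls among 192, 66% and 86% in males with 45 among 197, 52% and 89% in females with 48 among 189, and 36% and 82% for the difference between the sexes with 28 among 146. The permutation test called between 1.5% and 6.0% of 200 simulated scores without a shift and between 62.0% and 100% of those with a shift of 3 SD. These scores held no effect of sex. Some real differences were smaller, such as -1.19 with an SD of 1.37 for the pooled IgA network score, and recovery at that size was not simulated. The share of 50-base stretches that a gene has in common with other genes was computed from the GENCODE M21 transcripts. Pathway enrichment, clustering, qPCR, body weight and histology were not analysed here.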

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

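The tests of a mislabelled sample, of a mixed sample, of which labels the paper's comparisons follow and of a score with libraries exchanged were chosen only after the sex transcripts were seen.

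Sex transcripts were measured although the paper does not report on them. In the 2 libraries labelled male WT 3 and 4, Xist was 442 and 394 CPM, and in those labelled female WT 3 and 4, the Y-linked gene Ddx3y was 41 and 49.4 CPM. In the other libraries labelled female, Xist lay between 310 and 612 CPM, and in the other libraries labelled male, Ddx3y lay between 36.3 and 50.4 CPM. Of 16 libraries, 4 had Xist and all 4 Y-linked genes against the label, which is what a mislabelled sample would show. A mixed sample would show both kinds of transcript, but the kind these 4 libraries lack reached at most 0.121 CPM, against up to 0.321 CPM in the other libraries. At most 11.8% of the 50-base stretches of the 5 genes occur in other transcripts, so that shared reads do not account for it. Compared with fold changes from DESeq2 with its normal prior, not the edgeR values reported elsewhere, the paper's fold changes for 850 genes lay closer to those computed with the deposited labels (median absolute difference 0.0517 in males and 0.0421 in females) than to those with the WT libraries 3 and 4 exchanged (0.0944 and 0.113). A candidate explanation is that the sex labels of these libraries were exchanged and that the paper's comparisons by sex carry the exchange. The deposited counts name libraries by number, without sex, so that the step of an exchange is not known. No label was changed outside the tests of an exchange. No biological explanation was tested.

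The effect of genotype on the score of linoleic and arachidonic acid metabolism differed between the labelled sexes by 1.77 (exact permutation p = 0.00204, adjusted p = 0.0388 over 19 lists). All 4 female Slfn3KO mice were higher than all 4 female WT mice, without such a separation in males. The paper picked the 3 genes from a cluster that rises in females and hardly in males in the same mice, so that the p-value partly restates that choice. Without the 4 WT libraries whose sex transcripts go against their labels it was 2.08. With these libraries exchanged between the sexes it was 0.99 (exact permutation p = 0.102), with differences of 1.52 in females and 0.53 in males. Mislabelled samples are therefore a candidate explanation for part of it. In the fit without these libraries, the score of jejunal minus ileal markers parted the genotypes in females alone. There 359 genes passed for the difference between the sexes in edgeR's test. Pla2g2f was among them with 2.15, while the interaction of Cyp2c55 was -0.081. Leaving out and exchanging the libraries thus gave different answers, and a difference between the sexes in the effect of Slfn3 loss on this score was not established.

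Among 148 groups of 4 mice, 9 had 1 mouse far from the other 3, where 7.4 are what chance gives at 1 in 20. The male Slfn3KO mouse 1 was such a mouse in 4 groups: its T cell receptor signaling score was 1.49 (others 2.53 to 2.72), its Ifi score 0.40 (others 1.73 to 1.78), Slfn2 3.59 CPM (others 14.0 to 16.1) and Pnliprp2 69.4 CPM (others 33.5 to 38.7). Another 4 lay in libraries whose sex transcripts go against the label: Slfn8 at 4.18 CPM in female WT 4 (others 1.25 to 1.37), Oas2 at 56.7 CPM in female WT 3 (others 6.45 to 13), the T cell receptor signaling score at 3.93 in male WT 3 (others 2.56 to 2.74) and Cyp2c55 at 228 CPM in male WT 4 (others 31.8 to 54.7). For these single mice no further explanation was tested.

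Slc2a2 was 4.32 CPM in female Slfn3KO mouse 3, against 0.503 to 1.06 CPM in the others. The score of the differentiation markers, Slc2a2 among them, followed the ratio of jejunal to ileal markers within the groups (r = 0.95), so that a difference in the part of the intestine sampled is a candidate explanation. It cannot be told apart from variation between mice.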

How the results depend on the processing

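All alternatives were chosen before the data were examined except 2, which were chosen after seeing the data: DESeq2 with its normal prior and an unadjusted p-value, and leaving out the WT libraries 3 and 4 of both labelled sexes, whose sex transcripts go against their labels. No test in this part was chosen only after its result was seen. Where a value changed, the cause was not tested.

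The number of genes past the threshold was 0 in all 4 comparisons with edgeR's RLE factors, no filter, at least 10 counts in every mouse, no fold threshold and each mouse left out, and, where these apply, no covariate, all 4 groups in one fit and the replicate block. Over these fits and the reported one, the genes at an unadjusted p-value under 0.05 numbered between 1287 and 2560 pooled, between 345 and 1074 in males, between 1229 and 3704 in females and between 969 and 2960 for the difference between the sexes. With unadjusted p-values and the same fold threshold there were 984, 272, 1366 and 946 genes. DESeq2's Wald test gave 62, 18, 530 and 14, and with its normal prior 44 pooled, 13 in males and 483 in females. The prior with unadjusted p-values gave 889, 204 and 1754. Without the WT libraries 3 and 4 the number stayed at 0 pooled, in males and in females, with 876, 1039 and 3508 genes at an unadjusted p-value under 0.05, and rose to 359 for the difference between the sexes. With the replicate block, which was not run for the difference between the sexes, 0 genes passed, with 1609 genes pooled, 936 in males and 1306 in females at an unadjusted p-value under 0.05.

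The share of the S2 File genes with the larger absolute change in females, 76.6%, was 77.2% with RLE factors, 76.3% with all groups in one fit, 89.5% with DESeq2's normal prior, 62.8% without the WT libraries 3 and 4, and from 57.6% to 89.3% across the 16 fits that each left out 1 mouse.

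Of the 49 differences in gene list scores, 18 kept their direction and their side of 0.05 (unadjusted exact permutation p) or, where no test could pass, moved by less than the spread between mice, under every alternative run for them. The lists from S3 File hold the paper's own calls on the same mice, so that staying under 0.05 is no independent evidence. Within 1 sex, neither the pairing by replicate number nor the 6 mice left without the WT libraries 3 and 4 can give a p-value under 0.05, so those values were compared by size alone. With the median over genes in place of the mean, leukocyte transendothelial migration pooled (-0.91) and NFκB signaling in females (-1.69) came under 0.05, leukocyte transendothelial migration of cluster 1 in females (-1.26) and the Ifi genes in males (-1.13) no longer did, and linoleic and arachidonic acid metabolism in males reversed to -0.26. T cell receptor signaling pooled rose above 0.05 with RLE factors (-0.60) and with a prior count of 0.5 (-0.60). NFκB signaling in females came under 0.05 with RLE factors (-1.41) and with centred scores (-1.44), and centring turned the differentiation markers in males to 0.0030.

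Leaving out the WT libraries 3 and 4 reversed these scores: pooled, leukocyte transendothelial migration 0.013 and asthma immune response 0.28. No longer under 0.05 were: pooled, T cell receptor signaling -0.19, measles host response -0.33, Ifi genes -0.33, other viral defense genes -0.44 and alpha-defensin genes 1.01. Newly under 0.05 were: pooled, differentiation markers -0.88; as the difference between the sexes, other viral defense genes 0.88 and alpha-defensin genes 2.59. Scores of 1 sex that moved by more than the spread between mice were: in males, Oas genes -0.49 and alpha-defensin genes -0.28; in females, IgA network -0.68, leukocyte transendothelial migration -0.75, B cell receptor signaling -0.54, osteoclast differentiation -0.60, NFκB signaling -0.73 and MAPK signaling -0.69. Others changed sign by less than that spread: in males, IgA network 1.05, leukocyte transendothelial migration 0.52, B cell receptor signaling 0.81, osteoclast differentiation 0.42, NFκB signaling 0.50 and MAPK signaling 0.44.

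With each mouse left out in turn, the scores that reversed or changed sides of 0.05 ranged as follows, lowest to highest: pooled, cell adhesion molecules, immune -1.05 to -0.58, leukocyte transendothelial migration -0.81 to -0.43, T cell receptor signaling -0.75 to -0.43 and Ifi genes -1.22 to -0.73; in males, IgA network -1.25 to 0.24, leukocyte transendothelial migration -1.11 to 0.012, B cell receptor signaling -1.33 to 0.098, osteoclast differentiation -0.71 to 0.099, NFκB signaling -0.91 to 0.062, MAPK signaling -0.98 to 0.0036, linoleic and arachidonic acid metabolism -0.010 to 0.25, glycerolipid metabolism 0.98 to 1.30, Oas genes -1.30 to -0.83, Ifi genes -1.46 to -0.88 and differentiation markers -0.32 to 0.15; in females, IgA network -2.38 to -1.31, leukocyte transendothelial migration -1.90 to -1.24, B cell receptor signaling -2.23 to -1.23, osteoclast differentiation -1.45 to -0.91, NFκB signaling -1.75 to -1.09, MAPK signaling -1.71 to -1.10 and alpha-defensin genes 1.58 to 2.32; as the difference between the sexes, Oas genes -0.31 to 0.31 and other viral defense genes 0.39 to 0.93.

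Of the 89 log2 fold changes of single genes, 38 kept their direction and their call under every alternative run for them and 59 never reversed. DESeq2's Wald test called 20 of them and DESeq2 with its normal prior 19, which edgeR's test did not. The interaction of Pla2g2f, 2.15, passed without the WT libraries 3 and 4. Those libraries left out, these genes reversed: in males, Madcam1 3.37, Map3k14 0.27, Cxcr4 2.82, Ptk2b 0.41, Cd79a 3.07, Nfkbie 0.47, Btk 1.33, Lta 1.83, Mef2c 2.47, Defa30 -0.40, Defa17 -0.25, Vil1 -0.0029, Slc2a2 -0.33, Junb -0.0020 and Notch2 0.088; in females, Fabp4 0.87, Lpl 0.090, Ifi44 0.30, Card9 0.40, Fam111a 0.44 and Notch2 0.71; as the difference between the sexes, Cyp2c55 -0.081. With the replicate block, these reversed: in males, Ptk2b 0.034 and Pla2g2f 0.099; in females, Notch2 0.063. Across the fits that each left out 1 mouse, these genes crossed 0, lowest to highest: in males, Madcam1 -2.79 to 0.83, Map3k14 -0.30 to 0.13, Cxcr4 -2.27 to 0.35, Ptk2b -0.16 to 0.24, Cd79a -2.70 to 0.070, Nfkbie -0.98 to 0.052, Btk -1.99 to 0.25, Lta -2.31 to 0.014, Mef2c -2.83 to 0.10, Pla2g4c -1.24 to 0.48, Pla2g2f -0.31 to 0.32, Sis -0.27 to 0.11, Vil1 -0.076 to 0.10, Slc2a2 -1.23 to 0.71, Junb -0.029 to 0.12, Slc5a1 -0.21 to 0.17, Notch1 -0.31 to 0.090 and Notch2 -0.94 to 0.018; in females, Fabp4 -0.93 to 0.47, Lpl -0.44 to 0.22, Ifi44 -2.64 to 0.28, Card9 -0.51 to 0.013, Ltf -0.34 to 0.50, Sis -0.39 to 0.019, Notch2 -0.35 to 0.18 and Cdx2 -0.18 to 0.012.

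The depth limits Slfn3, with at most 19 counts in a mouse, which was below the filter and has no fold change here, and Pnpla3, which was not tested in females. Defa27 was not tested either, with counts from 0 to 766.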

Differences from the paper's values

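No test in this part was chosen only after its result was seen. The paper's methods name DESeq2 for normalization, fold changes and p-values, while edgeR was set as the test here before the data were examined. The paper's text names neither a normal prior on the fold changes nor a p-value cutoff.

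The paper counts 638 differentially expressed genes in Slfn3KO against WT mice. Here 0 genes passed an adjusted p-value under 0.05 and 1.5-fold in edgeR's test, with 1770 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's count: an unadjusted p-value gave 984 genes, DESeq2's Wald test 62, DESeq2 with its normal prior 44, and each other alternative 0. DESeq2 with its normal prior and an unadjusted p-value gave 889 genes, within 1.5 times the paper's count, and held 607 of the paper's genes; it was chosen after seeing that no gene passed.

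Of 66 log2 fold changes of single genes read from the paper's files, 32 differed from those here by more than the standard error, and 0 differed in sign. In the following, the paper's value stands first and the value here second. Pooled, these were Slfn8 -1.37 against -2.96, Slfn2 -0.97 against -1.34 and Slfn1 -0.77 against -1.15. In males they were Slfn8 -0.56 against -2.74, Cxcr4 -0.16 against -1.75, Cd79a -0.15 against -2.02, Btk -0.23 against -1.52, Lta -0.25 against -1.66, Mef2c -0.18 against -2.09, Fabp4 0.83 against 2.16, Lpl 0.87 against 1.67, Pnpla3 0.68 against 1.33, Pnliprp2 0.66 against 1.05, Oas2 -0.82 against -1.91, Ifit2 -0.62 against -1.59, Ifit3 -0.73 against -1.03, Card9 -0.67 against -1.26, Fam111a -0.66 against -1.23, Ltf -0.70 against -1.43 and Rsad2 -1.01 against -1.35. In females they were Slfn8 -1.92 against -3.18, Madcam1 -1.31 against -3.05, Cxcr4 -1.37 against -2.87, Cd79a -1.16 against -3.36, Btk -1.23 against -2.15, Lta -1.19 against -2.48, Mef2c -1.46 against -2.99, Pla2g4c 1.49 against 2.71, Cyp2c55 1.41 against 1.90, Oas2 -1.06 against -1.99, Ifi44 -0.50 against -1.73 and Defa30 1.401 against 1.93.

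With DESeq2's normal prior, set before the data were examined, 0 of the 66 values differed. The other alternatives set before the data were examined left some or all of the 32 gaps open. RLE factors and DESeq2's Wald test without the prior closed none. All 4 groups in one fit closed the gap of Pnliprp2 in males alone. The replicate block closed those of Slfn1 pooled; Cxcr4, Cd79a, Btk, Lta, Mef2c, Ifit3, Card9 and Fam111a in males; Btk, Oas2 and Ifi44 in females. At least 1 of the fits that left out a mouse closed those of Slfn2 and Slfn1 pooled; Cxcr4, Cd79a, Btk, Lta, Pnliprp2, Oas2, Ifit2, Ifit3, Card9, Fam111a, Ltf and Rsad2 in males; Btk, Pla2g4c, Cyp2c55, Oas2, Ifi44 and Defa30 in females. Leaving out the WT libraries 3 and 4, chosen after seeing their sex transcripts, closed those of Slfn8 and Slfn2 pooled; Slfn8, Pnliprp2, Oas2, Ifit2, Ifit3, Card9 and Fam111a in males; Madcam1, Cxcr4, Cd79a, Btk, Lta, Mef2c, Cyp2c55 and Oas2 in females.

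Genes named here without a call in edgeR's test had one in DESeq2's Wald test both without and with its normal prior: Slfn8 and Slfn2 pooled; Rsad2 in males; Slfn8, Madcam1, Map3k14, Cxcr4, Ptk2b, Cd79a, Nfkbie, Btk, Lta, Gadd45b, Mef2c, Pla2g4c, Cyp2c55, Pla2g2f, Defa30 and Defa17 in females. Slc2a2 in females had one in the Wald test without the prior only. The interaction of Pla2g2f, 2.15, passed in edgeR's test without the WT libraries 3 and 4, chosen after seeing their sex transcripts.

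The paper states that the named genes of the osteoclast, NFκB and MAPK pathways were lower in Slfn3KO mice. Here Junb (0.04), Nfkb2 (0.17) and Relb (0.08) were slightly higher in males, as they are in the paper's own file (0.04, 0.15 and 0.09). The paper's text lists Ltf as lower in Slfn3KO mice; in females its log2 fold change was 0.01 here and 0.0063 in the paper's own file. Both are differences from the wording, not between the values. Defa27 is among the α-defensin genes of cluster 2, which the paper's text describes as increased; the paper's own file gives it -0.11 in males and 1.34 in females, and here it was 3.57 CPM in male Slfn3KO and 10.3 CPM in male WT mice and had no fold change. For cluster 3 of S3 File, the paper's values put 22 genes higher and 20 lower in females, and the values here 20 higher and 22 lower. The paper describes a similar rise of Pnpla3 in both sexes, and the gene was not tested in females here.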

Other observations

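The tests of follicle RNA for the cluster 1 genes, of adipose RNA and of the part of the intestine sampled were chosen only after the results were seen.

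Splits of the mice that part the same-numbered mice, as the real split does, were compared with it. Every count of splits below includes the real split itself. For the 0 genes with an adjusted p-value under 0.05 and 1.5-fold, every split has as many (100 of 100 drawn splits pooled and for the difference between the sexes, 8 of 8 in each sex), so that this comparison shows nothing. Pooled, 3 of 100 drawn splits gave at least the 984 genes at an unadjusted p-value (median 233.5, largest 1211). For the 272 genes in males it was 3 of 8 such splits, and 19 of the 35 splits of all kinds, which also include those that keep same-numbered mice together. For the 1366 genes in females it was 2 of 8 and 2 of 35. With 8 splits a share under 0.05 cannot be reached. For the difference between the sexes, 16 of 100 splits gave at least the 946 genes at an unadjusted p-value (median 287, largest 2952). A share of S2 File genes as far from 50% as 76.6% came up in 35 of 100 splits of the sex labels. Of the counts at an unadjusted p-value, only the pooled one was reached by a share of splits under 0.05. By the deposited labels, the larger effect in females cannot be told apart from a random division of the mice. The sex transcripts of 4 WT libraries go against these labels, so that the splits cannot decide on a difference between the sexes. Without those libraries, 359 genes passed for that difference in edgeR's test, with no splits to set beside them. In that fit the score of jejunal minus ileal markers parted the genotypes in females alone, so the part of the intestine sampled may enter.

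Relations between gene scores and marker scores were tested within the groups over 16 mice, 5 relations in all, with 100000 permutations, whose smallest possible p-value is 1e-05. The cluster 1 genes, lower in Slfn3KO mice, followed the B cell and follicle markers (r = 0.97, p = 1e-05, rho = 0.962, p = 1e-05; r = 0.965 without the 2 mice farthest out; adjusted p = 2.5e-05 for r and for rho). With the markers in the model, the pooled difference went from -1.11 to -0.40, with 36.1% left. The markers themselves differed by -1.84 between the genotypes (exact permutation p = 0.133), by -1.06 in males (p = 0.543) and -2.62 in females (p = 0.0857). Total counts did not differ past the test (p = 0.137; means 24434785 in Slfn3KO and 25984662 in WT mice), and fold change followed gene length weakly (rho = -0.0531). RNA from lymphoid follicles in some samples is a candidate explanation for most of the cluster 1 difference. Whether the samples held more follicle by chance of sampling or because the WT mice have more cannot be told apart.

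Fabp4 and Lpl, higher in male Slfn3KO mice, followed other adipose markers (r = 0.64, p = 0.04, adjusted p = 0.04; rho = 0.562, p = 0.062, adjusted p = 0.062), but r was 0.322 without the 2 mice farthest out, so that the relation rests on those. With the markers in the model, the male difference went from 1.63 to 0.70, with 42.7% left. The markers differed by 2.05 between the genotypes in males (exact permutation p = 0.143), by -0.56 in females (p = 0.571) and by 0.75 over both (p = 0.315). RNA from adipose tissue in some samples may account for part of the difference and cannot be told apart from a change in the mucosa.

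The viral defense genes followed the B cell and follicle markers less closely (r = 0.631, p = 0.024, adjusted p = 0.03; rho = 0.659, p = 0.018, adjusted p = 0.022; r = 0.518 without the 2 mice farthest out). The pooled difference went from -1.0 to -0.71, with 71.6% left. Of 18 genes, 2 share over 50% of their 50-base stretches with other genes. Shared reads do not account for most of the difference by this count. With the markers in the model, follicle RNA did not account for most of it either. The WT libraries 3 and 4 had marker scores between 3.3 and 5.57, so that a larger part of follicle RNA cannot be ruled out. With the WT libraries 3 and 4 left out, the pooled differences were -0.33 for Ifi and -0.44 for the other viral defense genes, no longer under an unadjusted p of 0.05, and -0.68 for Oas, still under it. The Oas difference in males was then -0.49, and that of the other viral defense genes in females -2.7e-05, so that the size of each depends on those libraries.

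The α-defensin genes, higher in Slfn3KO mice, followed other Paneth cell markers (r = 0.979, p = 1e-05, rho = 0.982, p = 1e-05; r = 0.962 without the 2 mice farthest out; adjusted p = 2.5e-05 for r and for rho). With the markers in the model, the pooled difference went from 1.36 to 0.075, with 5.49% left. Of the 5 genes, 3 share over 50% of their stretches with other genes. The markers themselves differed by 1.95 between the genotypes in females (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow) and by 0.63 in males (p = 0.4). A difference in Paneth cell or crypt content between the samples is a candidate explanation, as sampling or as biology, and reads shared between the genes cannot be ruled out for single members.

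The differentiation markers followed the ratio of jejunal to ileal markers (r = 0.95, p = 2e-05, adjusted p = 3.3e-05; rho = 0.9, p = 0.00025, adjusted p = 0.00042; r = 0.922 without the 2 mice farthest out). Slc2a2 ranged from 0.503 to 194 CPM between mice, far more widely than the other markers, such as Sis from 1080 to 4700 CPM. The spread of the score therefore rests mostly on Slc2a2, and the relation without it was not tested. The ratio differed by -1.78 between the genotypes in females (exact permutation p = 0.257), by 0.97 in males (p = 0.486) and by -0.40 over both (p = 0.66). The part of the intestine sampled is a candidate explanation for the spread between mice of one group, and a part in the lower marker values of female Slfn3KO mice cannot be ruled out.

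Slfn3 had few counts in WT mice too. Of its 50-base stretches, 16.0% occur in other transcripts, and 14.6% for Slfn8, so that shared reads do not account for the low counts of Slfn3 or for the lower Slfn8 in Slfn3KO mice. Among 132 genes within 5 Mb of Slfn3, 22 had an unadjusted p-value under 0.05, against 1748 of 14690 elsewhere (Fisher's exact test p = 0.104), and without the Slfn genes 18 of 125 (p = 0.404). Of the 7 tested Slfn genes, 4 had one, all lower in Slfn3KO mice: Slfn8, Slfn2, Slfn4 and Slfn1. A count over the whole window cannot rule out a variant that acts on the Slfn genes alone, so that the lower Slfn8 cannot be told apart from a strain variant near Slfn3.

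For genes that the paper measured by other means, the log2 fold changes here were -0.11 in males and 0.36 in females for Notch1, -0.70 and -0.098 for Notch2 and 0.21 and -0.093 for Cdx2. The adjusted p-values from edgeR's test were 0.961 and 0.295, 0.925 and 0.889, and 0.925 and 0.752. Mean expression was 16.6 CPM in female Slfn3KO, 12.9 in female WT, 11.5 in male Slfn3KO and 12.4 in male WT mice for Notch1, in the same order 13.0, 13.9, 10.0 and 16.2 for Notch2, and 252, 267, 318 and 275 for Cdx2.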
